# NOTUM promotes thermogenic capacity and protects against diet-induced obesity in male mice

**DOI:** 10.1038/s41598-021-95720-1

**Published:** 2021-08-12

**Authors:** Fangfei Guo, Marcus Seldin, Miklós Péterfy, Sarada Charugundla, Zhiqiang Zhou, Stephen D. Lee, Alice Mouton, Prashant Rajbhandari, Wenchao Zhang, Matteo Pellegrini, Peter Tontonoz, Aldons J. Lusis, Diana M. Shih

**Keywords:** Cell biology, Computational biology and bioinformatics, Molecular biology, Physiology, Diseases

## Abstract

We recently showed that NOTUM, a liver-secreted Wnt inhibitor, can acutely promote browning of white adipose. We now report studies of chronic overexpression of NOTUM in liver indicating that it protects against diet-induced obesity and improves glucose homeostasis in mice. Adeno-associated virus (AAV) vectors were used to overexpress GFP or mouse *Notum* in the livers of male C57BL/6J mice and the mice were fed an obesifying diet. After 14 weeks of high fat, high sucrose diet feeding, the AAV-Notum mice exhibited decreased obesity and improved glucose tolerance compared to the AAV-GFP mice. Gene expression and immunoblotting analysis of the inguinal fat and brown fat revealed increased expression of beige/brown adipocyte markers in the AAV-Notum group, suggesting enhanced thermogenic capacity by NOTUM. A β3 adrenergic receptor agonist-stimulated lipolysis test suggested increased lipolysis capacity by NOTUM. The levels of collagen and C–C motif chemokine ligand 2 (CCL2) in the epididymal white adipose tissue of the AAV-Notum mice were significantly reduced, suggesting decreased fibrosis and inflammation, respectively. RNA sequencing analysis of inguinal white adipose of 4-week chow diet-fed mice revealed a highly significant enrichment of extracellular matrix (ECM) functional cluster among the down-regulated genes in the AAV-Notum group, suggesting a potential mechanism contributing to improved glucose homeostasis. Our in vitro studies demonstrated that recombinant human NOTUM protein blocked the inhibitory effects of WNT3A on brown adipocyte differentiation. Furthermore, NOTUM attenuated WNT3A’s effects on upregulation of TGF-β signaling and its downstream targets. Overall, our data suggest that NOTUM modulates adipose tissue function by promoting thermogenic capacity and inhibiting fibrosis through inhibition of Wnt signaling.

## Introduction

Mammals possess at least two types of thermogenic adipocytes: classical brown adipocytes and beige adipocytes^1,2^. In rodents and infants, classical brown adipocytes-containing brown adipose tissues (BAT) are located in the interscapular regions and around the kidney, whereas beige adipocytes are an inducible form of thermogenic adipocytes that sporadically reside within white adipose tissue (WAT)^2–4^. Both types of adipocytes possess abundant cristae-dense mitochondria that express uncoupling protein 1 (UCP1) and multilocular lipid droplets^5^. Brown adipose tissue activity was detected in a majority of human adults after cold exposure^6,7^. After a 5-h tolerable cold exposure, lean subjects were shown to have more than 2.5-fold higher BAT activity compared to the obese subjects^8^ as measured by ^18^F-labeled fluorodeoxyglucose positron emission tomography/computerized tomography. These data suggest that targeting thermogenesis can be a promising approach for treating obesity.

We recently developed a system**s-**genetics approach for the discovery of novel endocrine factors^9^. One of the factors predicted to underlie a liver-adipose axis was NOTUM, a carboxylesterase that inactivates WNTs by cleaving the palmitoleate moiety essential for Frizzled receptor binding and activation^10–12^. Wnt pathways are known to regulate adipogenesis^13–15^. Canonical Wnt/β-catenin signaling pathway inhibits adipocyte differentiation by repressing the expression of pro-adipogenic transcription factors peroxisome proliferator-activated receptor gamma (PPARγ) and CCAAT-enhancer-binding protein alpha (C/EBPα)^14,15^. Activation of Wnt signaling blocks brown adipogenesis *in vitro*^16^. Wnt family member 10a (*Wnt10a*) and Wnt family member 10b (*Wnt10b*) are expressed in mouse BAT^16^. Overexpression of *Wnt10b* in BAT under the control of a UCP1 promoter leads to greatly reduced expression of PPARγ coactivator 1 alpha (PGC1α) and UCP1, and lack of functional BAT^16^. Conversely, inhibition of Wnt signaling pathway has been shown to enhance browning of mouse primary white adipocytes^17^.

We previously showed that *Notum* expression in liver was strongly associated with the expression of mitochondrial genes, including *Ucp1*, in WAT^9^. Purified NOTUM induced a thermogenic program in white and brown pre-adipocyte cell lines and primary pre-adipocytes in vitro, and overexpression of NOTUM using adenoviral delivery increased *Ucp1* expression in both white and brown adipose tissues and enabled the mice to maintain a core body temperature during cold exposure^9^. Consistent with these data, aged male liver-specific *Notum* knockout mice on a chow diet exhibited increased obesity and impaired glucose homeostasis compared to the wild-type mice^18^, suggesting an anti-obesity function of liver-derived NOTUM.

We now report stidies of long-term effects of NOTUM overexpression on obesity and glucose homeostasis using adeno-associated virus (AAV)-mediated overexpression in liver. NOTUM increased the expression of thermogenic genes in WAT and BAT, resulting in reduced weight gain on a high fat diet and improved systemic glucose homeostasis. In addition, it inhibited the expression of extracellular matrix genes and decreased collagen content in WAT. Studies in a brown pre-adipocyte cell line showed that recombinant NOTUM protein blocked the inhibitory effects of WNT3A on brown adipocyte differentiation. Furthermore, NOTUM attenuated the effects of WNT3A on upregulation of TGF-β signaling and its downstream target collagen genes.

## Results

### Hepatic NOTUM overexpression protected against diet-induced obesity in mice

Eight-week-old male C57BL/6J mice were infected with either AAV encoding green fluorescence protein (GFP, AAV-GFP) or AAV encoding mouse *Notum* (AAV-Notum) to drive expression of GFP or *Notum* in the liver using a human thyroxine binding globulin (TBG) promoter. Hepatic and plasma NOTUM protein levels from the AAV-Notum treated mice were increased approximately 2- and 2.5-fold, respectively, compared to the AAV-GFP group (Fig. 1a,b). The mice were fed a high fat/high sucrose diet for 14 weeks to promote obesity. AAV-Notum treated mice did not show significant differences in food intake during the course of the study compared to the AAV-GFP treated mice (Fig. 1c). However, we observed significantly decreased body weight in the AAV-Notum mice at 10 and 12 weeks of the diet feeding (Fig. 1d). Total fat mass was significantly decreased in the AAV-Notum mice at 8 and 13 weeks (Fig. 1e), whereas total lean mass was similar between the 2 groups of mice throughout the study period (Fig. 1f). At euthanasia (14-week diet feeding), we observed that the AAV-Notum treated mice had significantly decreased body weight (Fig. 1g) but similar weights of epididymal WAT (eWAT), retroperitoneal WAT (rWAT), and interscapular BAT (iBAT) compared to the AAV-GFP treated mice (Fig. 1h). On the other hand, the weights of inguinal WAT (iWAT) and mesenteric WAT (mWAT) were significantly decreased (Fig. 1h) in AAV-Notum treated mice. These results demonstrate that NOTUM protects against diet-induced obesity and reduces total fat mass in mice.

**Figure 1:**
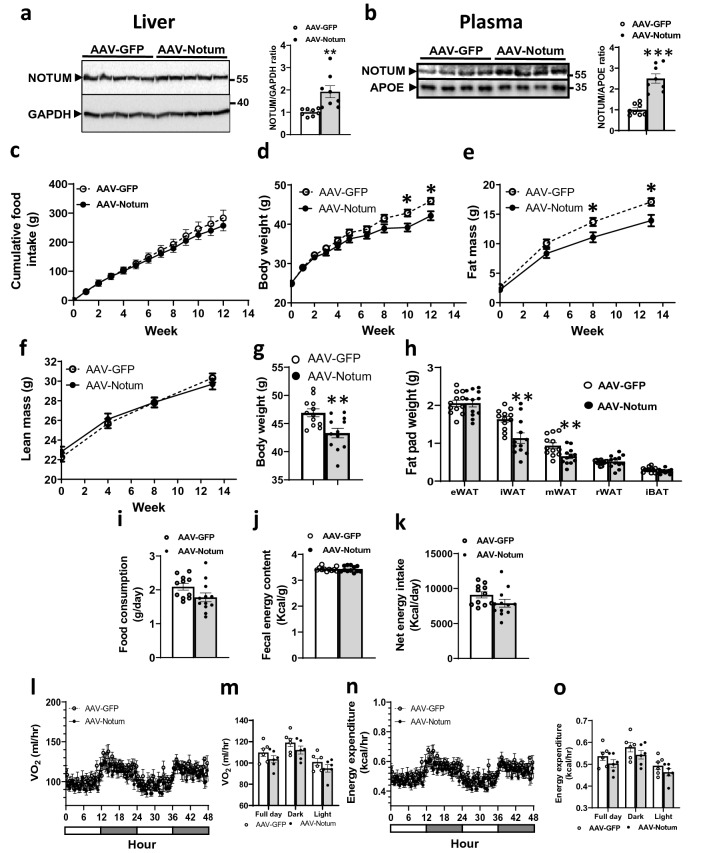
NOTUM overexpression protects against diet-induced obesity in mice. (**a**–**k**) Male C57BL/6J mice were infected with AAV-GFP or AAV-Notum (n = 12 per group) and fed a HF/HS diet for 14 weeks to induce obesity. (**a**) Liver NOTUM and GAPDH protein levels as determined by immunoblotting (n = 8/group). The images shown for NOTUM and GAPDH were from different parts of the same blot. Liver NOTUM/GAPDH ratios are shown in the right panel. (**b**) Plasma NOTUM and APOE levels as determined by immunoblotting. n = 8/group. The images shown for NOTUM and APOE were from different parts of same blot. The plasma NOTUM/APOE ratios are shown in the right panel. (**c**) Average cumulative food intake per mouse during the first 12 weeks of diet feeding is shown. Body weight (**d**), fat mass (**e**), and lean mass (**f**) of mice during the diet feeding period are shown. n = 12/group. At euthanasia (14 weeks), body weight (**g**), and weights of eWAT, iWAT, mWAT, rWAT, and iBAT (**h**) were measured. n = 12/group. (**i**–**k**), n = 11 to 12/group: After five-week feeding of the HF/HS diet, mice were individually housed for 48 h for measurements of food consumption (**i**). Fecal samples were collected for determination of fecal energy content (**j**). (**k**) Net energy intake was then calculated (see “Material and methods” section). (**l**–**o**) In an independent experiment, AAV-GFP and AAV-Notum infected mice (n = 6/group) were fed a HF/HS diet for 6 weeks before the mice were individually housed in metabolic cages for 3 days for measurement of energy expenditure by indirect calorimetry. Oxygen consumption rate, (**l**) and (**m**), and energy expenditure rate (**n**) and (**o**) are shown. Symbols: *: *p* < 0.05, **: *p* < 0.01, ***: *p* < 0.001, AAV-GFP versus AAV-Notum as determined by Student’s t-test.

### AAV-Notum treated mice exhibited similar food intake and energy expenditure compared to the AAV-GFP treated mice

In a separate experiment, food consumption was measured after 5 weeks of diet feeding, before differences in body weight appeared, in singly housed mice. We did not observe significant differences in daily food consumption (Fig. 1i), fecal energy content (Fig. 1j), or net energy intake (Fig. 1k) between the two groups of mice, suggesting similar food intake and intestinal nutrient absorption. In an effort to understand the basis of the reduced adiposity resulting from NOTUM overexpression, we performed whole body indirect calorimetry in metabolic cage. The metabolic cage-derived data were analyzed by performing analysis of covariance (ANCOVA)^19^ using body weight, lean mass, or fat mass of the mice, separately, as a covariate. After six weeks of HF/HS diet feeding, we did not observe significant differences in oxygen consumption (Fig. 1l,m), energy expenditure (Fig. 1n,o), respiratory exchange ratio (data not shown), or physical activity (data not shown) between the two groups of mice using any of the body weight, lean or fat mass as a covariate (data not shown).

### AAV-Notum treated mice maintained on a HF/HS diet exhibited altered plasma lipoprotein profiles, decreased insulin levels, and similar liver traits compared to AAV-GFP mice

At 14 weeks, fasting plasma glucose levels of the AAV-Notum mice were similar to those of the AAV-GFP mice (Table 1). However, fasting plasma insulin levels were significantly lower in the AAV-Notum mice (Table 1). Fasting plasma total-, HDL-, and VLDL/IDL/LDL-cholesterol levels were significantly decreased in the AAV-Notum mice compared to those of the AAV-GFP mice (Table 1) as well. Notably, we observed a significant increase in plasma free fatty acid but similar plasma glycerol levels in the AAV-Notum group compared to the AAV-GFP group (Table 1). On the other hand, liver weight (Fig. 2a), liver triglycerides, phosphatidylcholine, total cholesterol, and unesterified cholesterol levels (Fig. 2b) were similar between the two groups. Plasma levels of alanine aminotransferase (ALT), a marker of liver injury, were similar between the 2 groups as well (Fig. 2c). Liver gene expression analysis by qPCR revealed decreased mRNA levels of Axin2, a Wnt target gene^20^, in AAV-Notum group compared to AAV-GFP group (Fig. 2d). The mRNA levels of genes involved in lipogenesis, including fatty acid synthase (*Fasn*), malic enzyme 1 (*Me1*), and stearoyl-Coenzyme A desaturase 1 (*Scd1*), were significantly decreased in AAV-Notum group compared to controls (Fig. 2d). However, the mRNA levels of genes involved in triglyceride synthesis [diacylglycerol O-acyltransferase 1 (*Dgat1*) and diacylglycerol O-acyltransferase 2 (*Dgat2*)], VLDL assembly (microsomal triglyceride transfer protein, *Mttp*), HDL cholesterol uptake(scavenger receptor class B member 1, *Scarb1*), and inflammation [*Ccl2* and cluster of differentiation 68 (*Cd68*)] were similar between the two groups (Fig. 2d). These data suggest that NOTUM overexpression did not induce adverse effects in the liver.

**Table 1:** Plasma lipids, lipoproteins, glucose, and insulin levels of mice that received AAV-GFP or AAV-Notum and fed a HF/HS diet for 14 weeks.

Parameter	Triglyceride	Total Chol	HDL Chol	VLDL/IDL/LDL Chol	FFA	Glycerol	Glucose	Insulin
Unit	mg/dL	mg/dL	mg/dL	mg/dL	mg/dL	mg/dL	mg/dL	pg/ml
AAV-GFP (n = 12)	17.3 ± 1.1	258 ± 7	194 ± 4	64 ± 4	27 ± 1	41 ± 4	269 ± 12	4130 ± 403
AAV-Notum (n = 12)	15.0 ± 1.2	227 ± 6	180 ± 3	47 ± 3	33 ± 1	39 ± 3	253 ± 8	2838 ± 375
*p* value	0.18	0.004	0.01	0.003	0.0001	0.67	0.28	0.03

Values shown are means ± standard errors.

*Chol.* Cholesterol, *FFA* Free fatty acids.

**Figure 2:**
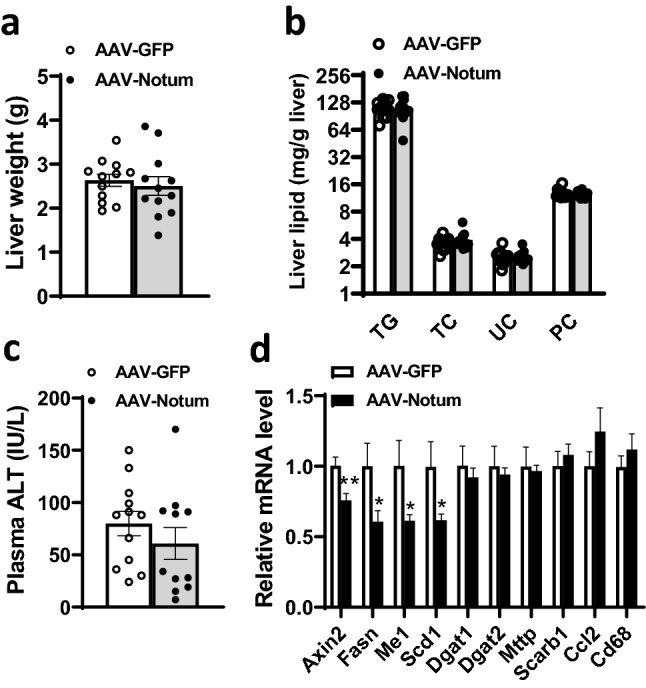
NOTUM overexpression did not affect liver weight, hepatic lipid content, or induce liver injury. Liver and plasma samples from mice described in Fig. 1a–j (n = 11–12 per group) were examined for (**a**) liver weight, (**b**) liver lipid content including triglyceride (TG), total cholesterol (TC), unesterified cholesterol (UC), and phosphatidylcholine (PC), (**c**) plasma ALT levels, and (**d**) liver gene expression by qPCR. Symbols are the same as Fig. 1.

### AAV-Notum treated mice exhibited improved glucose tolerance

Intraperitoneal glucose tolerance test (IPGTT) was performed on AAV-Notum and AAV-GFP mice after 12 weeks of HF/HS diet feeding. We observed significantly lower blood glucose levels at 30 and 60 min post glucose injection in the AAV-Notum mice compared to those of the AAV-GFP mice (Fig. 3a). Glucose area under the curve (AUC) values for the AAV-Notum mice were also significantly lower (Fig. 3a), indicating improved glucose tolerance.

**Figure 3:**
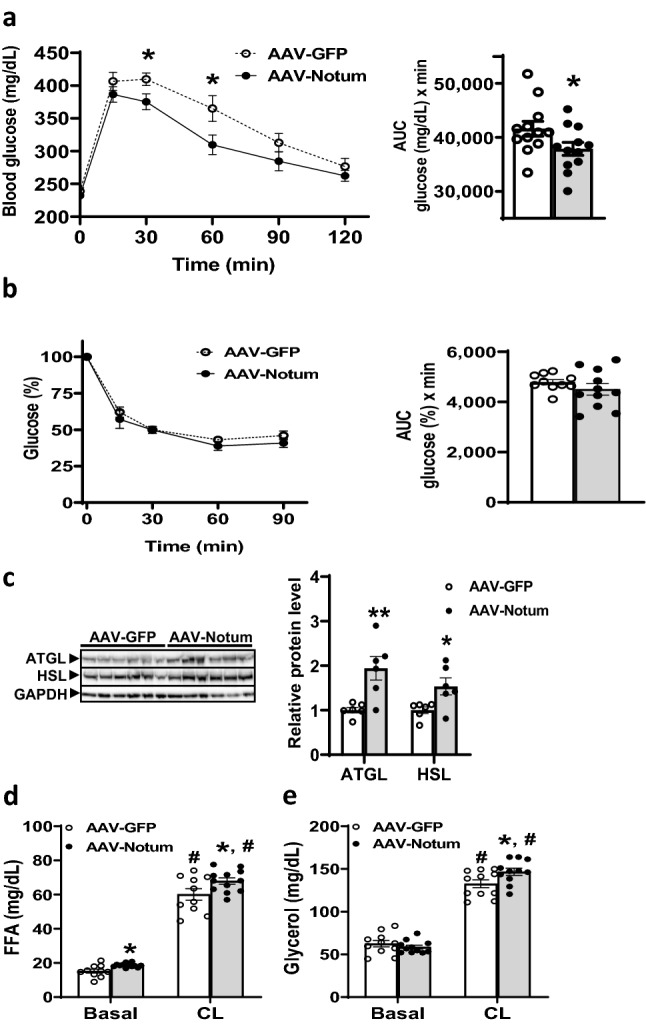
NOTUM overexpression improves glucose tolerance and increases lipolysis capacity. AAV-GFP and AAV-Notum infected mice (n = 11 to 12 mice per group) were maintained on a HF/HS diet for 10 to 12 weeks before the following experiments were performed. (**a**) IPGTT was performed as described in “Material and methods” section. Blood glucose levels, right, and glucose AUC, left, are shown. (**b**) ITT was performed as described in “Material and methods”. Blood glucose levels, left, and glucose AUC, right, are shown. (**c**) ATGL and HSL protein levels in iWAT were determined by immunoblotting (n = 6 per group), left. Relative protein levels of ATGL and HSL, as normalized by GAPDH levels, were shown in right. Images of ATGL, HSL, and GAPDH were obtained from different parts of the same blot. (**d**, **e**) β3 adrenergic receptor agonist stimulated lipolysis was performed as described in “Material and methods” section. Plasma free fatty acid (FFA, **d**) and glycerol (**e**) levels at time 0 (basal) and 30 min after injection of CL316,243 (CL) are shown (n = 10–12 per group). Symbols: *: *p* < 0.05, **: *p* < 0.01, AAV-GFP versus AAV-Notum as determined by Student’s t-test. For (**c**) and (**d**), #: *p* < 0.05 versus time 0 (basal) of the same AAV group.

Insulin tolerance test (ITT) was performed to evaluate insulin sensitivity after 11 weeks of HF/HS diet feeding. We observed that AAV-Notum mice exhibited lower levels of blood glucose at time 0 (251 ± 9 vs. 276 ± 8 mg/dL, *p* = 0.05) as compared to the AAV-GFP mice. Therefore, glucose values at all time points (0, 15, 30, 60, and 90 min) were normalized to values at time 0 of each mouse for data analysis. We observed similar glucose lowering responses to insulin in AAV-GFP and AAV-Notum mice (Fig. 3b), suggesting similar insulin sensitivity between these two groups of mice when exogenous insulin was administered based on body weight.

### AAV-Notum treated mice demonstrated increased lipolysis capacity induced by β3 adrenergic receptor agonist treatment

We observed that the protein levels of adipose triglyceride lipase (ATGL) and hormone sensitive lipase (HSL), enzymes responsible for lipolysis, were increased by 94% and 54%, respectively, in the iWATs of AAV-Notum group (Fig. 3c), suggesting these might contribute to the significantly increased plasma FFA levels observed in the AAV-Notum mice (Table 1). Furthermore, we performed β3 adrenergic receptor agonist-stimulated lipolysis experiments to determine whether the increased fasting free fatty acid levels observed in the AAV-Notum mice (Table 1) were due, in part, to increased WAT lipolysis. We observed about a threefold increase in plasma FFA levels (Fig. 3d) and twofold increase in plasma glycerol levels (Fig. 3e) in both groups of mice 30 min after receiving CL316,243 injection compared to time 0. As shown in Fig. 3d, compared to the AAV-GFP mice, AAV-Notum mice exhibited significantly higher FFA levels at time 0 (basal) and 30 min post CL316,243 injection. While there were no significant differences in plasma glycerol levels at time 0 (Fig. 3e), AAV-Notum mice exhibited significantly higher glycerol levels compared to the controls at 30 min (Fig. 3e). These data suggest that WATs from the AAV-Notum mice possess increased lipolysis capacity in response to β3 adrenergic receptor agonist stimulation compared to the controls.

### NOTUM promoted thermogenic capacity of WAT and BAT and decreased inflammation and fibrosis in WAT

After 14-week HF/HS diet feeding, gene expression analysis of iWAT of the AAV-Notum treated mice revealed significantly decreased mRNA levels of Wnt target genes, WNT1-inducible-signaling pathway protein 1 (*Wisp1*)^21^ and WNT1-inducible-signaling pathway protein 2 (*Wisp2*)^21^, and increased expression of thermogenic/beige adipocyte-enriched genes, including cell death inducing DFFA like effector a (*Cidea*), purinergic receptor P2X 5 (*P2rx5*), *Pgc1a*, PR/SET domain 16 (*Prdm16*), and *Ucp1* compared to those of the AAV-GFP mice (Fig. 4a). Furthermore, UCP1 protein levels were significantly higher in the iWAT of AAV-Notum mice compared to those of the control mice (Fig. 4b). The expression level of the transcription factor estrogen-related receptor α (ERR encoded by *Esrra*), a target gene of PGC1α^22,23^, was significantly increased in the iWAT of AAV-Notum group compared to the AAV-GFP group (Fig. 4a). ERRα is known to cooperate with PGC1α to drive the expression of genes involved in mitochondrial biogenesis and oxidative phosphorylation (OXPHOS), such as cytochrome C oxidase subunit 5b (*Cox5b*) and cytochrome C (*Cycs*)^22,23^. As expected, we observed significantly increased expression levels of *Cox5b* and *Cycs* in the AAV-Notum treated group (Fig. 4a). In addition, expression levels of adiponectin (*adipoq*), a beneficial adipokine that sensitizes the body to insulin^24^, were significantly higher in the AAV-Notum mice (Fig. 4a), whereas the mRNA levels of tumor necrosis factor α (*Tnfα*), a cytokine that promotes insulin resistance^25^, were significantly lower in the AAV-Notum mice (Fig. 4a). The mRNA levels of lipolysis genes, *Atgl* and *Lipe*, were significantly increased in AAV-Notum group (Fig. 4a), whereas those of fatty acid transporters, cluster of differentiation 36 (*Cd36*) and solute carrier family 27 member 1 (*Slc27a1*), were similar (Fig. 4a). There were no significant differences in the expression of *Cd68* (a macrophage marker) or *Ccl2* (a chemokine) between the 2 groups (Fig. 4a). Similarly, in eWAT of the AAV-Notum treated mice, we observed significantly increased mRNA levels of *Adipoq*, *Cidea*, *Ucp1*, *Atgl*, and *Lipe*, and decreased mRNA levels of *Cd68*, *Wisp1* and *Wisp2* (Fig. 4c). In addition, C–C motif chemokine ligand 2 (CCL2) protein levels (a principal chemokine involved in macrophage infiltration, adipose inflammation and insulin resistance^26^) were significantly lower in the eWAT of the AAV-Notum treated mice (Fig. 4d). The collagen content of eWAT was determined by measuring hydroxyproline levels. There was a significant decrease in hydroxyproline content in the eWAT of AAV-Notum group (Fig. 4e), suggesting suppression of fibrosis by NOTUM in adipose tissue. These data demonstrated that NOTUM overexpression led to increased beiging, increased expression of OXPHOS genes, and decreased inflammation and fibrosis in WAT.

**Figure 4:**
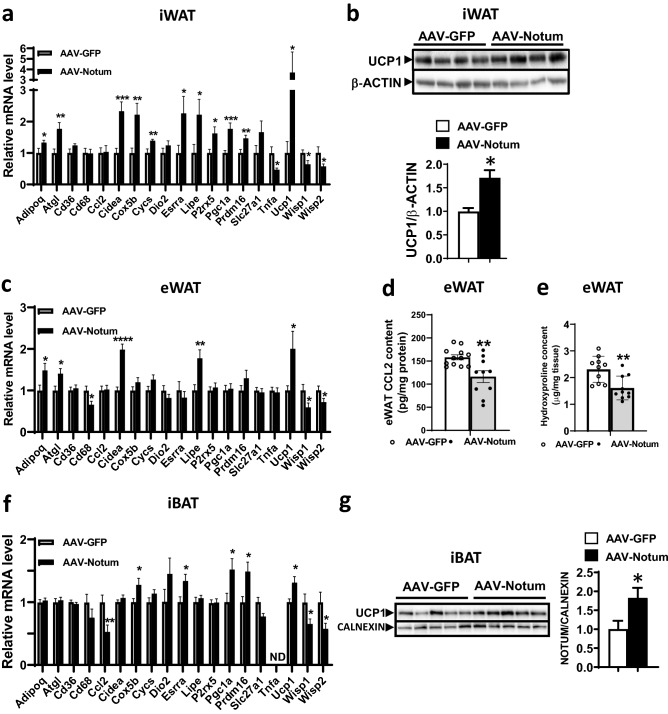
NOTUM overexpression promotes thermogenic capacity in WATs and iBAT and decreases adipose tissue inflammation and fibrosis. IWAT, eWAT, and iBAT samples from the same mice described in Fig. 1a–i were used for the following assays. (**a**) Gene expression analysis by qPCR of iWATs are shown. n = 9–12/group. (**b**) Protein levels of UCP1 and β-ACTIN in the iWAT were determined by immunoblotting (top) and quantification of the UCP1 protein normalized by the β-ACTIN protein is shown at the bottom. n = 4. Images of UCP1 and β-ACTIN were obtained from different parts of same blot. Gene expression analysis by qPCR, (**c**), CCL2 protein content, (**d**), and hydroxyproline content, (**e**), of eWAT are shown. Gene expression analysis (n = 10–12), (**f**), and UCP1 and β-ACTIN protein levels as determined by immunoblotting, (**g**), (n = 5) of iBAT are shown. Images of UCP1 and β-ACTIN were obtained from different parts of same blot. Symbols: #: *p* ≤ 0.09, *: *p* < 0.05, **: *p* < 0.01, ***: *p* < 0.001, AAV-GFP versus AAV-Notum, as determined by Student’s t-test.

Gene expression analysis of iBAT revealed that the mRNA levels of Wnt target genes, *Wisp1* and *Wisp2*, and inflammatory gene, *Ccl2*, were decreased in AAV-Notum group (Fig. 4f). In addition, genes associated with thermogenic function, including *Ucp1*, *Prdm16*, and *Pgc1a,* and genes associated with mitochondrial biogenesis and OXPHOS, *Cox5b* and *Esrra*, were increased in the iBAT of AAV-Notum mice compared to the AAV-GFP mice (Fig. 4f). On the other hand, transcript levels of lipolysis genes, *Atgl* and *Lipe*, were similar between the two groups (Fig. 4f). Lastly, UCP1 protein levels in the iBATs of AAV-Notum mice were significantly increased by 2.6-fold compared to controls (Fig. 4g).

### NOTUM overexpression decreased adipocyte hypertrophy, increased mitochondrial DNA content in WAT and preserved brown adipocyte morphology in BAT

The average adipocyte size of iWAT from the AAV-Notum mice was significantly reduced compared to those of the AAV-GFP mice (Fig. 5a), demonstrating decreased adipocyte hypertrophy in the former. While there were no significant differences in total adipocyte number in the iWAT between the 2 groups (Fig. 5b), there was a distinct difference in morphology of the iBAT. Histological examination of iBAT from the AAV-Notum mice showed an abundance of typical brown adipocytes with the presence of multiple small lipid droplets in each cell (Fig. 5c). The iBAT of AAV-GFP mice, in contrast, contained many “white adipocyte”-like cells with large lipid droplets (Fig. 5c), suggesting NOTUM overexpression preserved BAT morphology.

**Figure 5:**
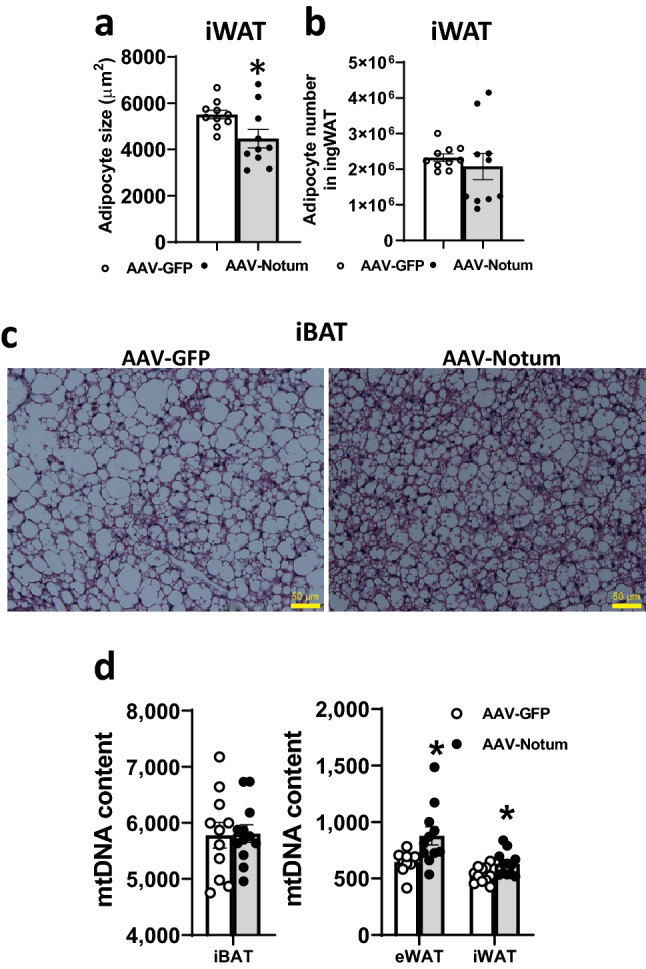
NOTUM overexpression decreases adipocyte hypertrophy in iWAT, preserves BAT morphology, and increases mitochondrial DNA content in WATs. Tissue samples were from mice described in Fig. 1a–j. Average adipocyte size, (**a**) and total adipocyte number, (**b**) of iWAT were determined as described in the “Material and methods” section. n = 10 per group. (**c**) Representative H&E stained histological sections of iBAT are shown. (**d**) Mitochondrial DNA (mtDNA) contents of eWAT, iWAT, and iBAT are shown (n = 9–12). Symbols:*: *p* < 0.05, AAV-GFP versus AAV-Notum, as determined by Student’s t-test.

We determined mitochondrial DNA (mtDNA) content, normalized by nuclear DNA, of various fat pads using quantitative polymerase chain reaction (qPCR). The eWATs and iWATs of AAV-Notum mice exhibited significantly increased mtDNA content, by 36% and 18%, respectively, compared to those of the AAV-GFP mice (Fig. 5d). In contrast, the mtDNA contents in iBATs of the two groups of mice were similar (Fig. 5d).

### Short-term hepatic NOTUM overexpression led to decreased adiposity and substantial changes in gene expression in WAT

To elucidate the underlying mechanism(s) by which NOTUM prevents obesity, we performed a 4-week, short-term NOTUM overexpression study in mice maintained on a low fat chow diet. We observed a significant decrease in fat mass, but no significant differences in body weight or lean mass in the AAV-Notum group, compared to the AAV-GFP group (Fig. 6a–c). Furthermore, the eWAT, iWAT, and rWAT weights of AAV-Notum mice were significantly decreased, whereas mWAT and iBAT weights were similar between the 2 groups (Fig. 6d). No significant changes in plasma triglycerides, lipoproteins, glycerol, glucose, or insulin levels were observed in the AAV-Notum treated mice (Table 2). However, plasma FFA levels were significantly increased in the AAV-Notum mice (Table 2), suggesting increased WAT lipolysis. 

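RNA-seq of iWAT from the mice of Fig. 6 (6 AAV-GFP and 6 AAV-Notum) gave the level of each beiging gene as CPM (counts scaled to library size), normalized by edgeR's TMM method. P2rx5 (ENSMUSG00000005950), on chromosome 11 of GRCm38 from 73160421 to 73172685, had 8.83 ± 1.57 CPM (SD, n = 6) in AAV-GFP mice and 17.3 ± 5.14 CPM (SD, n = 6) in AAV-Notum mice. Its log2 fold change was 0.97 (standard error 0.20, adjusted p = 0.102 over 15585 genes from edgeR's quasi-likelihood test). Every AAV-Notum mouse had a higher P2rx5 level than every AAV-GFP mouse (two-sided exact permutation test, p = 0.00217, the smallest p that 6 mice against 6 allow). With DESeq2 in place of edgeR, the adjusted p of P2rx5 was 7.74e-04. Tmem26 (ENSMUSG00000060044, chromosome 10, 68723646 to 68782650) had 4.39 ± 2.39 CPM (SD, n = 6) in AAV-GFP mice and 6.55 ± 1.62 CPM (SD, n = 6) in AAV-Notum mice. All 6 AAV-Notum mice were above the AAV-GFP mean for Tmem26, but the difference was within the spread between mice (log2 fold change 0.58, exact permutation p = 0.113). Lgr4 (ENSMUSG00000050199, chromosome 2, 109917647 to 110014257) fell from 35.8 ± 13.5 CPM (SD, n = 6) to 21.3 ± 5.89 CPM (SD, n = 6), a log2 fold change of -0.75 (standard error 0.27, adjusted p = 0.249 from edgeR, exact permutation p = 0.0390). Rb1 (ENSMUSG00000022105, chromosome 14, 73183673 to 73325822) had 73.8 ± 13.0 CPM (SD, n = 6) in AAV-GFP mice and 64.8 ± 10.6 CPM (SD, n = 6) in AAV-Notum mice, which was not a larger difference than the spread between mice (log2 fold change -0.19, exact permutation p = 0.227). With marker scores for lymphoid cells and hepatocytes as covariates, chosen after the data were seen, the log2 fold changes of Tmem26 and Rb1 were -9.56e-04 and 0.0634.

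**Figure D1:**
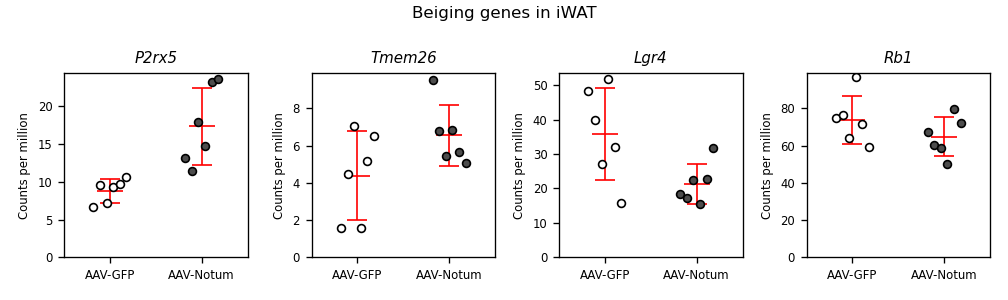
CPM of P2rx5, Tmem26, Lgr4 and Rb1 in iWAT of each AAV-GFP mouse (white points) and each AAV-Notum mouse (grey points), with the mean and SD of 6 mice in red. The points of the groups do not overlap for P2rx5 and overlap for the other genes.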

Gene expression analysis of iWAT by qPCR revealed significant increases in the expression of beige adipocyte markers, including *P2rx5* and transmembrane protein 26 (*Tmem26*) (Fig. 6e), and significant decreases in the expression of genes that inhibit beiging [leucine rich repeat containing G protein-coupled receptor 4 (*Lgr4*)^27^ and RB transcriptional corepressor 1 (*Rb1*)^28,29^] in the AAV-Notum group compared to the AAV-GFP group. We also observed that NOTUM overexpression was associated with a significant decrease in zinc and ring finger 3 (*Znrf3*), a Wnt/β-catenin target gene and negative feedback regulator of Wnt signaling^30^. These data suggest that NOTUM suppresses Wnt/β-catenin signaling and promotes beige adipogenesis in iWAT. In addition, we observed significantly higher expression of thermogenic genes, including *Cidea*, *Prdm16*, and *Ucp1*, in the iBAT of AAV-Notum treated mice (Fig. 6f).

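In the RNA-seq data of the same iWAT samples, Znrf3 (ENSMUSG00000041961, chromosome 11 of GRCm38, 5276324 to 5444847) had 19.5 ± 1.66 CPM (SD, n = 6) in AAV-GFP mice and 18.0 ± 0.653 CPM (SD, n = 6) in AAV-Notum mice. The log2 fold change of Znrf3 was -0.12 (standard error 0.07, adjusted p = 0.438 from edgeR), and all 6 AAV-Notum mice were below the AAV-GFP mean (exact permutation p = 0.0649). Among the other genes of Fig. 6e, Ucp1 had 3.42 ± 5.53 CPM (SD, n = 6) in AAV-GFP mice and 13.6 ± 17.4 CPM (SD, n = 6) in AAV-Notum mice, with 4 of 6 AAV-Notum mice above the AAV-GFP mean (log2 fold change 2.00, exact permutation p = 0.162). The Ucp1 value rested on single mice: it was 1.00 without mouse AAV-Notum-2041 and 3.51 without mouse AAV-GFP-2022. The log2 fold changes of Ppargc1a and Prdm16 were 0.10 (exact permutation p = 0.762) and -0.13 (exact permutation p = 0.617). That of Ppargc1a turned to -0.13 without mouse AAV-Notum-2042, and that of Prdm16 to 0.00396 without mouse AAV-GFP-2021. The skeletal muscle marker Myh4 was 1546 CPM in mouse AAV-Notum-2042 and 0.105 to 325 CPM in the other mice. Skeletal muscle in that sample was not tested as a cause. Of the 8 genes of Fig. 6e, only P2rx5 had an exact permutation p under 0.05 when adjusted over the list alone (p = 0.0173).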

**Figure 6:**
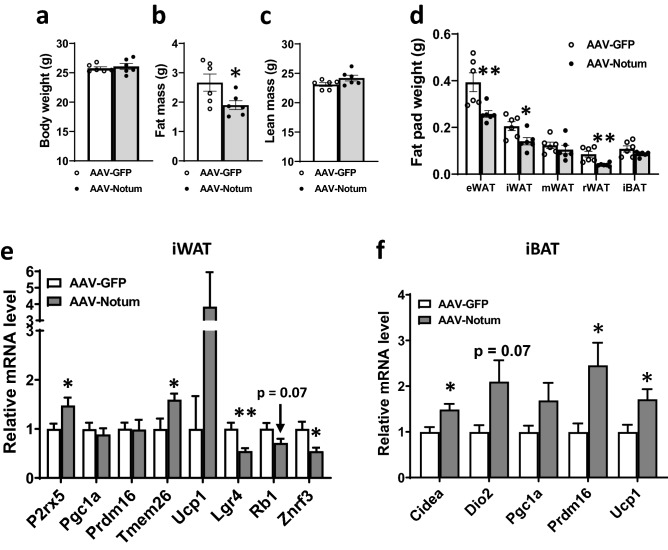
NOTUM overexpression decreases adiposity in chow diet-fed mice. Male C57BL/6J mice were infected with AAV-GFP or AAV-Notum (n = 6 per group) and maintained on a low fat chow diet for 4 weeks before tissue collection. Body weight (**a**), fat mass (**b**), lean mass (**c**), and fat pad weights (**d**) are shown. Gene expression analysis by qPCR of iWAT (**e**), n = 6, and iBAT (**f**), n = 4–5, are shown. Symbols are the same as shown in Fig. 1.

**Table 2:** Plasma lipids, lipoproteins, glucose, and insulin levels of mice that received AAV-GFP or AAV-Notum and fed a chow diet for 4 weeks.

Parameter	Triglyceride	Total Chol	HDL Chol	VLDL/IDL/LDL Chol	FFA	Glycerol	Glucose	Insulin
Unit	mg/dL	mg/dL	mg/dL	mg/dL	mg/dL	mg/dL	mg/dL	pg/ml
AAV-GFP (n = 6)	36 ± 2	100 ± 3	80 ± 2	20 ± 1	45 ± 3	45 ± 2	186 ± 4	619 ± 134
AAV-Notum (n = 6)	38 ± 3	98 ± 3	78 ± 3	20 ± 2	66 ± 1	47 ± 2	203 ± 9	549 ± 29
*p* value	0.64	0.67	0.67	0.86	0.0002	0.68	0.13	0.62

Values shown are means ± standard errors.

*Chol.* Cholesterol, *FFA* Free fatty acids.

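iWAT RNA from the chow diet-fed mice of Fig. 6, 6 AAV-GFP and 6 AAV-Notum, was sequenced once per mouse. The mice were injected at 8 weeks of age and the fat was collected 4 weeks later, after a 4 h fast. The authors mapped single-end reads to mm10 with STAR and deposited the number of reads on each gene without normalization. The paper's text does not name the program that counted the reads. Between 15266635 and 21618860 reads were counted on genes in the AAV-GFP mice (median 18378579) and between 14711113 and 17838229 in the AAV-Notum mice (median 17361386), and the totals did not differ between the groups by more than the spread between mice (two-sided exact permutation test, p = 0.279). The RNA integrity number was 5.7 to 7.6 in AAV-GFP and 6.9 to 7.4 in AAV-Notum mice. RNA of mouse AAV-GFP-2012 was isolated weeks after collection, and that of every other mouse within days. From these counts, 15585 of the 54134 genes listed passed edgeR's filter on low counts and were compared with edgeR's quasi-likelihood test, with TMM normalization and Benjamini-Hochberg adjustment over all genes tested. Each gene named was also compared by a two-sided exact permutation test on CPM, over every way to assign the 12 mice to groups of 6. A second table of the authors holds log2 of the reads divided by a size factor per mouse, plus 1. Undoing that scaling gave whole reads for 100% of the values, but the reads were the same as in the first table in all mice for 6725 of the 31137 genes that both tables list. The first table was used here, and the second as an alternative. Lymphoid transcripts varied between the mice: the mean level of 15 markers of lymphoid cells was -0.003 and -0.66 log2 CPM in mice AAV-GFP-2011 and AAV-GFP-2014 and 4.04 to 7.25 in the other 10 mice.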

We then performed RNA sequencing (RNA-seq) analysis on iWAT of AAV-GFP and AAV-Notum treated mice to examine NOTUM’s effect on global gene expression. 

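All 55 genes of Supplemental Table 1 passed the filter on low counts. Of these Wnt target genes, 36 were lower in AAV-Notum mice than in AAV-GFP mice, with a median log2 fold change of -0.12 and a range from -0.88 to 1.39. At an unadjusted p under 0.05, 10 genes were lower and 0 were higher. With p adjusted over all genes, 0 of the 55 passed 0.05 (the smallest was 0.0847), and 2 genes, Egfr and Jun, passed when adjusted over the list alone. By exact permutation tests, 7 of the 55 genes were lower and 1, Msl1, was higher at an unadjusted p under 0.05, and 0 passed when adjusted over the list alone. Jun had the smallest p that this test allows, 0.00217, and yet an adjusted p of 0.119. The test could thus hardly pass any gene of the list after adjustment. The count of 10 fell to 5 without mouse AAV-GFP-2011, and also without mouse AAV-Notum-2031 or AAV-Notum-2041. With the RNA integrity number or the lymphoid marker score as a covariate, it was 6.

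**Figure D2:**
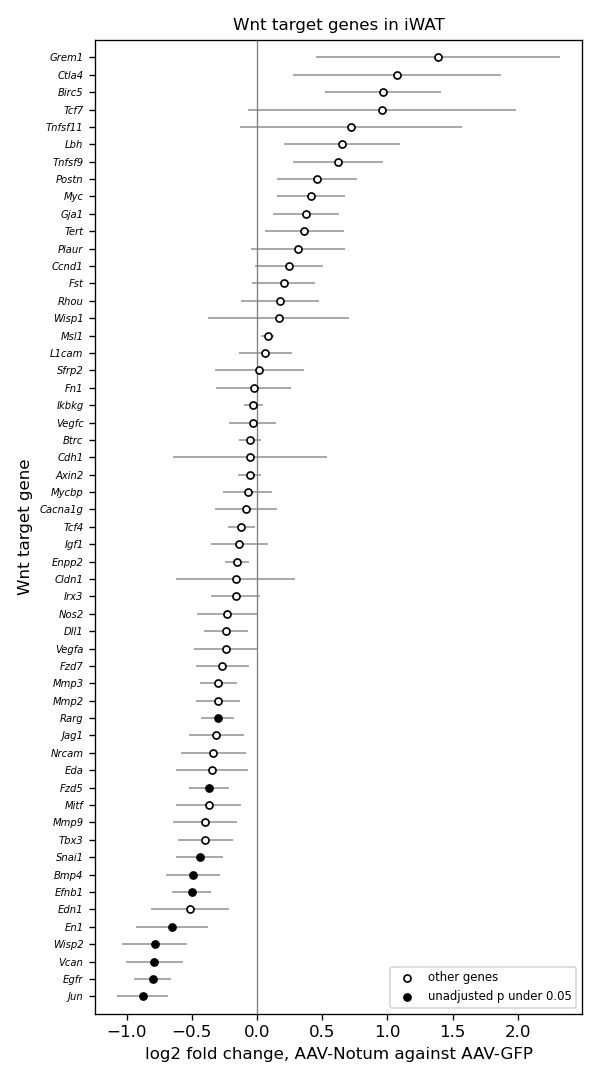
log2 fold change of each of the 55 Wnt target genes in iWAT, AAV-Notum against AAV-GFP (6 mice each), with bars for 1 standard error. Black points mark the 10 genes with an unadjusted p under 0.05, all of them lower in AAV-Notum mice.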

Based on RNA-seq data, we found that 9 out of the 55 (16%) expressed Wnt target genes^20,31–66^ (Supplemental Table 1) were significantly decreased in the iWAT of AAV-Notum mice compared to AAV-GFP mice (Fig. 7a). These 9 genes are bone morphogenetic protein 4 (*Bmp4*)*,* ephrin-B1 (*Efnb1*), epidermal growth factor receptor (*Egfr*)*,* Jun proto-oncogene (*Jun*), matrix metalloproteinase 3 (*Mmp3*), retinoic acid receptor gamma (*Rarg*), Snail family transcriptional repressor 1 (*Snai*), versican (*Vcan*), and *Wisp2* (Fig. 7a). 

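Egfr (ENSMUSG00000020122, chromosome 11 of GRCm38, 16752203 to 16918158) had 80.6 ± 11.8 CPM (SD, n = 6) in AAV-GFP mice and 46.3 ± 9.38 CPM (SD, n = 6) in AAV-Notum mice. Its log2 fold change was -0.80 (standard error 0.14, adjusted p over the list alone 0.00570 from edgeR), with 5 of 6 AAV-Notum mice below every AAV-GFP mouse (exact permutation p = 0.00433). Jun (ENSMUSG00000052684, chromosome 4, 95049034 to 95052222) had 52.0 ± 16.7 CPM (SD, n = 6) and 28.3 ± 4.14 CPM (SD, n = 6), a log2 fold change of -0.88 (standard error 0.19, adjusted p = 0.121 from edgeR), and all 6 AAV-Notum mice were below every AAV-GFP mouse. Vcan, Wisp2, Efnb1 and Bmp4 had log2 fold changes of -0.79, -0.79, -0.50 and -0.49, with exact permutation p of 0.0108, 0.0173, 0.0195 and 0.0455. For each of these 4 genes, every AAV-Notum mouse was below the AAV-GFP mean. Bmp4 was the gene with the fewest reads among the 9, with 30 to 75 per mouse. The difference in Rarg (log2 fold change -0.30, exact permutation p = 0.0519) and in Mmp3 (log2 fold change -0.30, exact permutation p = 0.0844) did not pass 0.05 in that test. For Mmp3, the unadjusted p of edgeR was 0.0564 as well. The 10 genes lower at an unadjusted p under 0.05 in edgeR thus lacked Mmp3 and held Fzd5 (log2 fold change -0.37) and En1 (log2 fold change -0.65).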

Using qPCR, we were able to confirm decreased expression for 8 of the 9 Wnt target genes (Fig. 7b). However, our qPCR method was not sensitive enough to detect *Bmp4* transcripts in iWAT. These data suggested that Notum negatively impacted expression of some Wnt target genes in iWAT, probably through inhibition of Wnt signaling. Globally, we observed that 78 genes were up-regulated and 334 genes were down-regulated (adjusted p value < 0.05) in the iWAT of AAV-Notum mice. These differentially expressed genes were selected for gene ontology analysis. 

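With edgeR's test on the deposited counts, 0 genes were higher and 8 genes were lower in AAV-Notum iWAT at an adjusted p under 0.05. At an unadjusted p under 0.05, 723 genes were higher and 1487 lower, where chance gives 779.2 in all. For 62 genes every AAV-Notum mouse was above every AAV-GFP mouse, and for 108 genes every one was below, against 16.87 by chance in each direction. The alternative that moved the counts most was DESeq2, the tool the paper names, with 79 genes higher and 357 lower. Those calls held all 8 genes of edgeR's test, and 352 of the 357 lower genes and 76 of the 79 higher ones had an unadjusted p under 0.05 in edgeR. On counts simulated with the same depth and 200 changed genes, edgeR called 69.5% of the changed genes with 1.42% false calls, and DESeq2 called 81.5% with 15.1% false calls. The simulated genes varied independently, and the changed ones had more reads and a log2 fold change of 1. In the mice many genes varied together, so these rates need not hold for the real calls. Across the 12 fits that each left out a mouse, edgeR called from 1 to 146 genes lower. Without mouse AAV-GFP-2022 it called 12 genes higher and 146 lower, and without mouse AAV-Notum-2033 it called 0 higher and 1 lower. The 3 genes with the smallest p were Per2, Thbs2 and Gm31522. Thbs2 (ENSMUSG00000023885, chromosome 17 of GRCm38, 14665500 to 14694235) fell from 66.1 ± 13.7 CPM (SD, n = 6) to 29.5 ± 2.29 CPM (SD, n = 6), a log2 fold change of -1.16 (standard error 0.13, adjusted p = 0.00917 from edgeR). In all 8 genes, no AAV-Notum mouse overlapped an AAV-GFP mouse.

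**Figure D3:**
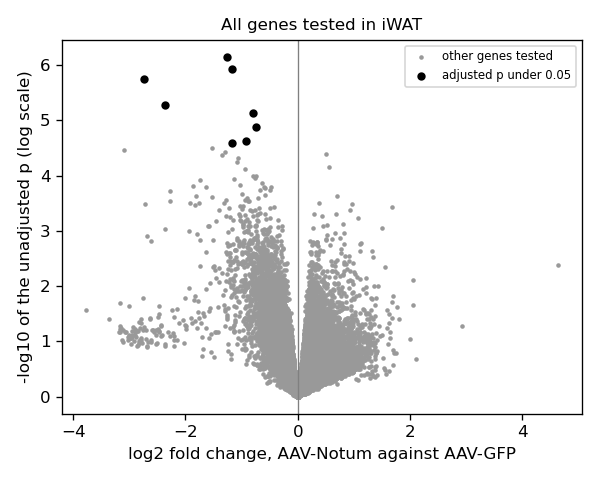
Each of the 15585 genes tested in iWAT, with its log2 fold change (AAV-Notum against AAV-GFP, 6 mice each) against its unadjusted p on a log scale. The 8 genes with an adjusted p under 0.05, in black, are all lower in AAV-Notum mice.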

The only enriched cluster associated with up-regulated genes was “Cellular response to interferon-beta” (Supplemental Table 2). 

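All 6 genes of this cluster were higher in AAV-Notum iWAT, each at an unadjusted p under 0.05 in edgeR, and 0 passed 0.05 when adjusted over all genes. All 6 passed when adjusted over the list alone, which is not independent evidence, since the list was chosen on these samples. Gbp3 (ENSMUSG00000028268, chromosome 3 of GRCm38, 142560026 to 142573209) rose from 46.0 ± 3.02 CPM (SD, n = 6) to 65.5 ± 7.40 CPM (SD, n = 6), with every AAV-Notum mouse above every AAV-GFP mouse (log2 fold change 0.51, standard error 0.08, adjusted p = 0.0518 from edgeR). Ifit3 (ENSMUSG00000074896, chromosome 19, 34583531 to 34588731) had the largest log2 fold change of the 6, 0.78 (standard error 0.21), and Cdc34 the smallest, 0.35 (standard error 0.09). Igtp and Gbp6 lay between them, at 0.61 and 0.58. With DESeq2, all 6 genes passed an adjusted p of 0.05. A family of 67 interferon-induced genes, set by symbol before the data were examined, had a median log2 fold change of 0.53, with 61 genes higher. Its p was 7.10e-15 from limma's camera with a preset correlation between genes. It was 0.00726 from fry and 0.0639 from camera with the correlation estimated, so that the family did not pass 0.05 in the last. With the lymphoid marker score as a covariate, the p from fry was 0.0894, and with the lymphoid and hepatocyte scores, chosen after the data were seen, it was 0.0462.

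**Figure D4:**
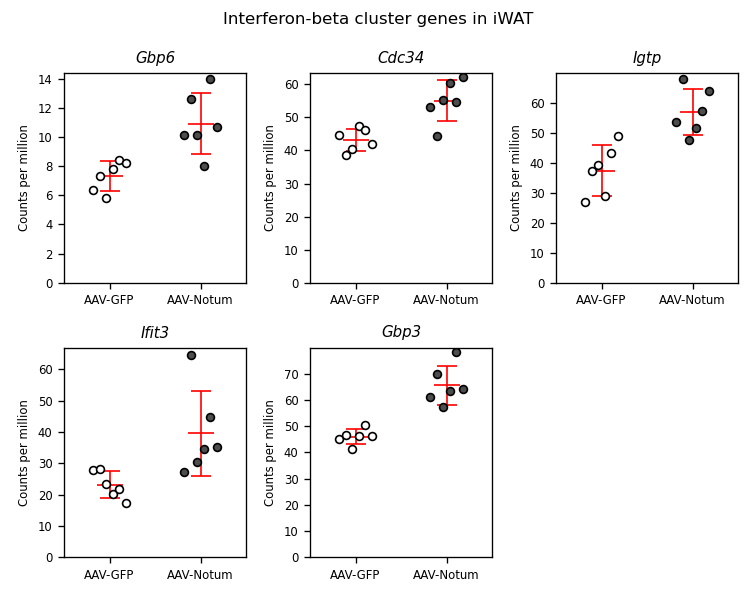
CPM of 5 genes of the interferon-beta cluster in iWAT of each AAV-GFP mouse (white points) and each AAV-Notum mouse (grey points), with the mean and SD of 6 mice in red. All AAV-Notum mice lie above the AAV-GFP mean for each gene.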

There were 7 major enriched functional clusters (Fig. 7c and Supplemental Table 3) associated with down-regulated genes, including glycoprotein, extracellular matrix (ECM), ECM-receptor interaction, basement membrane, epidermal growth factor-like domain, PI3K-Akt signaling pathway and developmental protein (Fig. 7c). 

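The genes that Supplemental Table 3 lists for 5 of these clusters were all lower in AAV-Notum iWAT, at an unadjusted p under 0.05 in edgeR. The median log2 fold change was -0.70 over the 16 genes of ECM-receptor interaction, -0.81 over the 16 genes of basement membrane, and -0.79 over the 22 genes of the epidermal growth factor-like domain. It was -0.72 over the 20 genes of PI3K-Akt signaling and -0.68 over the 32 genes of developmental protein. When adjusted over all genes, 1 gene, Thbs2, passed 0.05 in each of these clusters except developmental protein, in which 0 did. As these genes were selected for a difference between the same mice, their shared direction is not independent evidence. The glycoprotein cluster was not tested as a set.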

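The 34 genes of the ECM cluster were all lower in AAV-Notum iWAT, with log2 fold changes from -1.83 to -0.52 (median -0.79). All 34 had an unadjusted p under 0.05 in edgeR. When adjusted over all genes 1 passed 0.05, Thbs2, and the adjusted p of the cluster's genes ran up to 0.189. DESeq2 gave all 34 an adjusted p under 0.05, and without mouse AAV-GFP-2022 edgeR gave 17, and without mouse AAV-Notum-2033 it gave 0. The list holds 9 collagen genes. Col6a1 (ENSMUSG00000001119, chromosome 10 of GRCm38, 76708792 to 76726168) fell from 520.7 ± 155 CPM (SD, n = 6) to 315 ± 22.5 CPM (SD, n = 6), a log2 fold change of -0.72 (standard error 0.17, adjusted p = 0.140 from edgeR). Every AAV-Notum mouse was below every AAV-GFP mouse for Col6a1. Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) fell from 1055 ± 249 CPM (SD, n = 6) to 734 ± 93.9 CPM (SD, n = 6), a log2 fold change of -0.52 (standard error 0.16, adjusted p = 0.189 from edgeR, exact permutation p = 0.00866). Col1a2, Col4a1, Col4a2, Col5a1, Col6a2 and Col18a1 had log2 fold changes of -0.57, -0.71, -0.69, -0.68, -0.68 and -0.87, and for each of them all 6 AAV-Notum mice were below the AAV-GFP mean. The SD of Col6a2 was 165 CPM in AAV-GFP mice and 19.5 CPM in AAV-Notum mice.

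**Figure D5:**
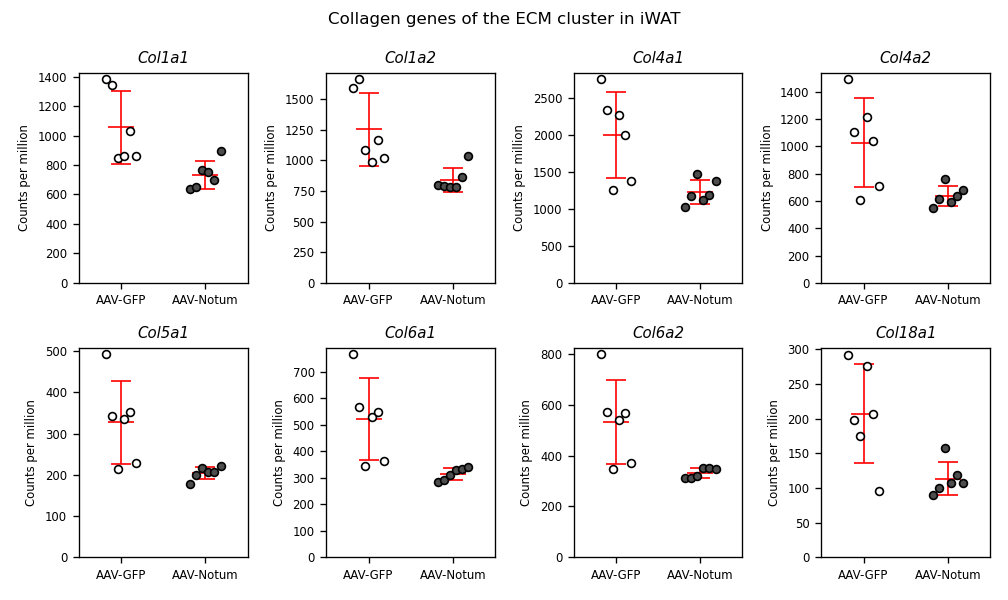
CPM of 8 collagen genes of the ECM cluster in iWAT of each AAV-GFP mouse (white points) and each AAV-Notum mouse (grey points), with the mean and SD of 6 mice in red. The AAV-Notum mice lie below the AAV-GFP mean for each gene and spread less.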

There were 34 down regulated genes in the ECM cluster that includes 6 collagen genes: *Col1a1*, *Col4a1*, *Col4a2*, *Col5a1*, *Col6a1*, *Col6a2*, *Col6a3*, and *Col18a1* (Fig. 7d). The Wnt signaling pathways have previously been shown to promote fibrosis^67^. Our data suggest that NOTUM inhibits Wnt signaling, leading to down-regulation of ECM genes such as collagens that are constituents of fibrosis.

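Families set by gene symbol before the data were examined, without the calls of the study, were compared as well. The 34 collagen genes tested had a median log2 fold change of -0.46 in AAV-Notum iWAT, with 27 genes lower and 7 higher. The p of this family was 2.04e-05 from camera, 6.44e-04 from fry and 0.0148 from camera with the correlation estimated (0.155 when adjusted over the 21 lists compared). Over 138 ECM genes, which include the collagens, the median log2 fold change was -0.38 and 109 genes were lower. The mean log2 CPM of the ECM family was 4.78 ± 0.145 (SD, n = 6) in AAV-GFP mice and 4.50 ± 0.0409 (SD, n = 6) in AAV-Notum mice, and no mouse of one group overlapped the other (exact permutation p = 0.00217). From the decrease of some Wnt target genes and of the ECM cluster, and from earlier work on Wnt signaling and fibrosis, the paper proposes that NOTUM inhibits Wnt signaling and that this lowers the expression of ECM genes. Its other evidence includes qPCR of the Wnt target genes and lower hydroxyproline in eWAT of mice on the HF/HS diet. In brown pre-adipocytes, it reports that NOTUM weakened the effects of WNT3A on active β-catenin, TGF-β signaling and collagen mRNA.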

**Figure 7:**
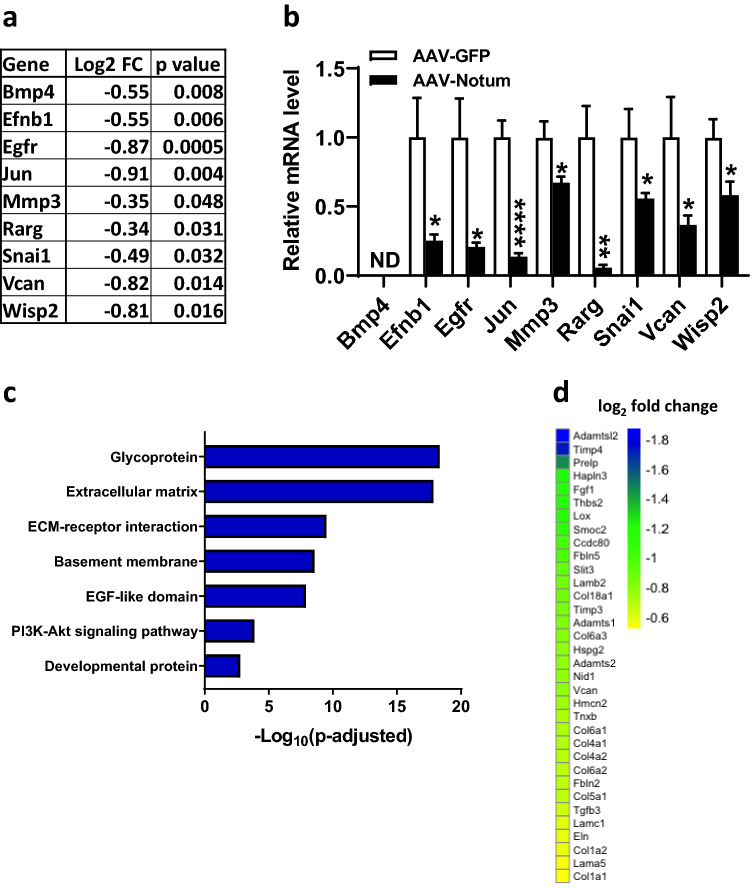
NOTUM overexpression leads to substantial changes in global gene expression in iWAT of chow diet-fed mice. RNA-seq analysis were performed on iWAT samples collected from the same chow diet fed mice as described in Fig. 6. (**a**) Wnt target genes that were differentially expressed between the AAV-Notum and AAV-GFP groups were shown. (**b**) qPCR data of the same Wnt target genes described in (**a**) are shown. (**c**) Repressed functional clusters in the iWAT of AAV-Notum treated mice compared to the AAV-GFP treated mice are shown. (**d**) Heat map of log_2_ fold changes of ECM cluster transcripts in the iWAT of AAV-Notum treated mice compared to those of the AAV-GFP treated mice are shown. Symbols: *: *p* < 0.05, **: *p* < 0.01, ****: *p* < 0.0001, AAV-GFP versus AAV-Notum, as determined by Student’s t-test. *ECM* Extracellular matrix, *EGF* Epidermal growth factor, *FC* Fold change, *ND* Not detectable.

### NOTUM attenuated WNT3A’s blocking effects on brown adipocyte differentiation and upregulating TGF-β signaling in vitro

Wnt signaling pathway is known to inhibit white and brown adipocyte differentiation^14–16^. We investigated whether NOTUM can block the inhibitory effects of Wnt signaling on brown adipocyte differentiation in vitro. Brown pre-adipocytes undergoing differentiation were treated with recombinant human WNT3A, NOTUM, or both proteins for 7 days to determine whether NOTUM can alleviate the previously reported inhibitory effects of WNT3A on brown adipocyte differentiation^16^. In the WNT3A treated cells as compared to the control cells, we observed an 11-fold increase in the mRNA level of *Wisp1*, a Wnt target gene which is known to inhibit adipocyte differentiation^21,68^ (Fig. 8a). NOTUM treatment alone did not significantly change *Wisp1* mRNA level whereas WNT3A + NOTUM group exhibited an 85% decrease in *Wisp1* mRNA level compared to WNT3A group (Fig. 8a), suggesting that NOTUM blocked WNT3A signaling. Similar findings were observed in the expression of another Wnt target gene, *Wisp2*^21^. Thus, we observed an 18-fold increase in the mRNA level of *Wisp2* in the WNT3A treatment group compared to the control group (Fig. 8a). NOTUM treatment alone significantly decreased *Wisp2* mRNA level by 26% whereas WNT3A + NOTUM group exhibited an 88% decrease in *Wisp2* mRNA level compared to WNT3A group (Fig. 8a).

**Figure 8:**
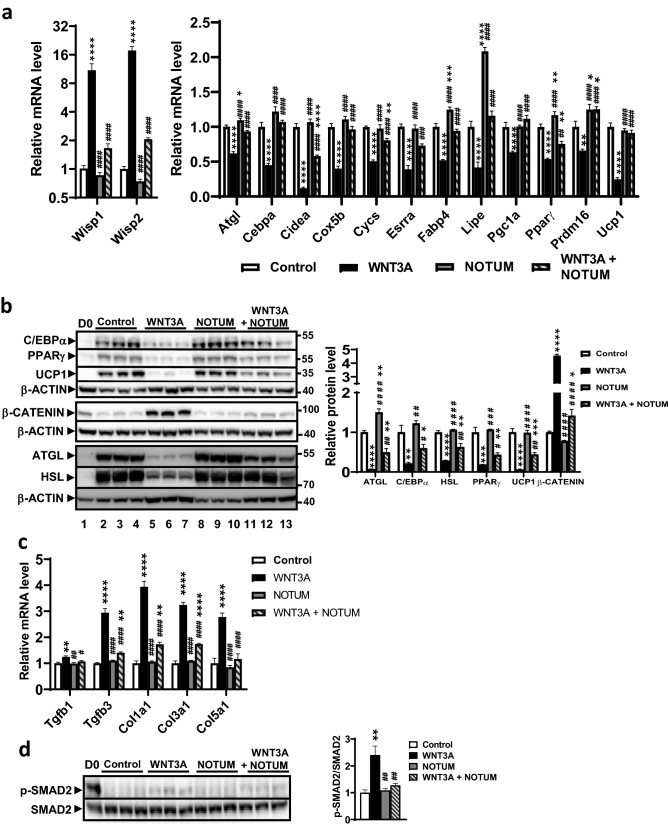
NOTUM abolishes WNT3A’s inhibitory effect on brown adipocyte differentiation in vitro. Confluent pre-BAT cells were treated for 7 days with media promoting brown adipocyte differentiation that contain BSA (1 μg/ml, control), 10 ng/ml human WNT3A, 300 ng/ml human NOTUM, or 10 ng/ml human WNT3A and human 300 ng/ml NOTUM for 7 days before gene expression analysis and immunoblotting. The mRNA (**a**) (n = 4–6/group) and protein (**b**) (n = 3/group) levels of genes involved in brown adipocyte differentiation and Wnt signaling are shown. For (**b**) one sample from baseline (Day 0, D0) was included as reference. For (**b**), The images shown in the top 4 panels were obtained from the same blot: C/EBPα, PPARγ, and β-ACTIN images were obtained from the the top part of the same blot after stripping and re-probing, whereas image of UCP1 was obtained from the bottom part of the same blot. The images shown in the middle 2 panels of (**b**), b-CATENIN and β-ACTIN, were obtained from top and bottom portions of the same blot, respectively. The images shown in the bottom 3 panels of (**b**), ATGL, HSL, and β-ACTIN, were obtained from the same blot. HSL was obtained from the top portion of the blot. ATGL and β-ACTIN were obtained from the bottom portion of the blot after stripping and re-probing. Individual proteins to β-ACTIN ratios are shown in the right panel. (**c**) The mRNA levels of genes involved in TGF-β signaling and collagen deposition are shown (n = 4–5/group). (**d**) Activation of TGF-β signaling in pre-BAT at Day 7 as determined by p-SMAD2 to SMAD2 ratio is shown (n = 3/group). One sample at day 0 (D0) was shown as reference. The same blot was first probed with the anti p-SMAD2 antibodies to obtain the p-SMAD2 image, the blot was then stripped and re-probed with the anti SMAD2 antibody to obtain the SMAD2 image. The ratios of p-SMAD2 to SMAD2 are shown in the right panel. Symbols: *: *p* < 0.05, **: *p* < 0.01, ***: *p* < 0.001, ****: *p* < 0.0001, as compared to control group. #: *p* < 0.05, ##: *p* < 0.01, ###: *p* < 0.001, ####: *p* < 0.0001, as compared to WNT3A group. The Holm–Sidak post hoc analysis was used for between-group comparisons after statistical significance was established by ANOVA (see “Material and methods” section).

WNT3A treatment significantly decreased the mRNA levels of genes involved in brown adipocyte differentiation and function, including *Atgl*, *Cebpa* , *Cidea*, *Cox5b*, *Cycs*, *Esrra*, fatty acid binding protein 4 (*Fabp4*)*, Lipe, Pgc1α*, *Pparγ, Prdm16* and *Ucp1*, by 34% to 93%, compared to control group (Fig. 8a), demonstrating WNT3A inhibited brown adipocyte differentiation. NOTUM treatment by itself significantly increased the mRNA levels of *Atgl*, *Cebpa*, *Fabp4*, *Lipe*, *Pparγ*, and *Prdm16* by 10% to 105%, compared to the controls (Fig. 8a). Importantly, WNT3A + NOTUM group exhibited significant increases in mRNA levels of *Atgl*, *Cebpa*, *Cidea, Cox5b*, *Cycs*, *Esrra*, *Fabp4, lipe, Pgc1a, Pparγ, Prdm16*, and *Ucp1* by 1.4-fold to 5.2-fold, compared to WNT3A group (Fig. 8a), demonstrating that NOTUM reversed the inhibitory effects of WNT3A on brown adipocyte differentiation. Immunoblotting analysis revealed substantial increases in the protein levels of ATGL, C/EBPα, HSL, PPARγ, and UCP1 in the control cells at day 7 after initiation of brown adipocyte differentiation as compared to the baseline (day 0) (Fig. 8b), confirming that our experimental conditions promoted brown adipocyte differentiation. We observed that WNT3A treatment significantly increased the protein level of active β-CATENIN, a critical transcription factor downstream of Wnt signaling, by 4.5-fold compared to controls (Fig. 8b). Furthermore, WNT3A significantly decreased the protein levels of ATGL, C/EBPα, HSL, PPARγ, and UCP1, by 79% to 94%, compared to controls (Fig. 8b), suggesting substantial inhibition of brown adipocyte differentiation by WNT3A. NOTUM by itself significantly increased ATGL protein level by 50% compared to controls, but did not significantly change the protein levels of C/EBPα, HSL, PPARγ, UCP1, or active β-CATENIN (Fig. 8b). However, WNT3A + NOTUM group exhibited significant increases in the protein levels of ATGL, C/EBPα, HSL, PPARγ, and UCP1, by 2.3-fold to 7.7-fold, and a decrease in active β-CATENIN (by 83%) compared to WNT3A alone (Fig. 8b), demonstrating that NOTUM inhibited the activation of β-CATENIN by WNT3A and increased brown adipocyte differentiation compared to WNT3A group.

WNT3A has been shown to increase the expression of transforming growth factor-β (TGF-β), leading to increased TGF-β signaling through mothers against decapentaplegic homolog 2 (SMAD2) in mouse fibroblasts^69^. We investigated whether NOTUM can block the upregulation of TGF-β signaling by WNT3A in differentiating brown pre-adipocytes. In addition, we examined the expression of collagen genes that are induced by TGF-β signaling^70,71^. WNT3A significantly increased the mRNA levels of transforming growth factor beta 1 (*Tgfb1*), transforming growth factor beta 3 (*Tgfb3*), collagen type I alpha 1 chain (*Col1a1*), collagen type III alpha 1 chain (*Col3a1*), and collagen type V alpha 1 chain (*Col5a1*), by 0.24-fold to 3.9-fold, compared to the control group at day 7 after initiation of differentiation (Fig. 8c). NOTUM treatment did not significantly change the expression of any Tgfβ or collagen genes compared to controls (Fig. 8c). On the other hand, WNT3A + NOTUM group exhibited significant decreases in mRNA levels of *Tgfb1*, *Tgfb3*, *Col1a1*, *Col3a1*, and *Col5a1*, by 17% to 58%, compared to the WNT3A group (Fig. 8c). At baseline (day 0), there was a substantial level of TGF-β signaling, as determined by phosphorylation of SMAD2, compared to control cells after 7 days of differentiation (Fig. 8d). At day 7, TGF-β signaling was significantly higher by the treatment of WNT3A (by 2.4-fold) compared to the control (Fig. 8d), whereas NOTUM treatment did not significantly affect TGF-β signaling compared to the control (Fig. 8d). However, WNT3A + NOTUM group exhibited significantly decreased phosphorylation of SMAD2 (by 47%) compared to WNT3A (Fig. 8d), demonstrating that NOTUM blocked the upregulation of TGF-β signaling by WNT3A in differentiating brown pre-adipocytes.

## Discussion

This study demonstrates that hepatic overexpression of NOTUM leads to decreased diet-induced obesity, improved glucose homeostasis, and increased lipolysis capacity in mice. Following AAV-mediated overexpression of NOTUM, we observed increased beiging in WATs and enhanced thermogenic potential in BAT. Moreover, we observed significant increases in mtDNA content, a measurement for mitochondrial abundance^72,73^, in the eWAT and iWAT of AAV-Notum mice, possibly due to increased expression of Esrra, Pgc1α and Prdm16, known regulators of mitochondrial biogenesis^22,23,74–76^. In addition, decreased expression of inflammatory markers was observed in the WATs of AAV-Notum-treated mice. RNA-seq analysis of iWAT collected from chow-fed AAV-GFP and AAV-Notum infected mice 4 weeks after viral transduction revealed a highly significant enrichment of extracellular matrix (ECM) functional cluster among the down-regulated genes in the AAV-Notum group. Our in vitro study demonstrated that recombinant human NOTUM protein blocked the inhibitory effects of WNT3A on brown adipocyte differentiation. Furthermore, NOTUM attenuated WNT3A’s effects on upregulation of TGF-β signaling and its downstream target collagen genes. Therefore, our data suggest that NOTUM influences adipose tissue function by promotion of thermogenic capacity and inhibition of fibrosis through inhibition of Wnt signaling.

Liver has emerged as an important organ that modulates whole body metabolic traits such as obesity and insulin resistance. For example, liver is the main organ that secrets fibroblast growth factor 21 (FGF21)^77^. Liver-specific FGF21 knockout mice have increased insulin resistance and decreased brown adipose tissue–mediated glucose disposal^77^. In addition, AAV-mediated liver-specific overexpression of FGF21 leads to marked reductions in body weight, adipose tissue hypertrophy and inflammation, and insulin resistance^78^. Another recent study shows that obesity in mice is associated with increased synthesis and secretion of dipeptidyl peptidase 4 (DPP4), which acts with plasma factor Xa to inflame adipose tissue macrophages^79^. Knocking down the expression of DPP4 in hepatocytes through AAV-encoded short hairpin RNA against DPP4 suppresses inflammation of visceral adipose tissue and insulin resistance in obese mice^79^. Our findings demonstrate NOTUM as a novel liver secreted “endocrine” factor that modulates obesity and glucose homeostasis traits by influencing adipose tissue thermogenic capacity and fibrosis.

Wnt pathways are known to regulate adipogenesis^13–15^. Activation of Wnt signaling blocks brown adipocyte differentiation^16^, whereas Wnt inhibition enhances browning of mouse primary white adipocytes in vitro^17^. Overexpression of *Wnt10b* in BAT under the control of a UCP1 promoter in mice leads to conversion of brown adipocytes into white adipocytes, and greatly diminished expression of *Pgc1a* and *Ucp1*, and genes involved in mitochondrial biogenesis and metabolism^16^. Wnt signaling is thought to suppress *Pgc1a* transcription either directly via a β-catenin-lymphoid enhancer binding factor 1(LEF1) complex, or through interference with transcriptional activity of known *Pgc1a* regulators such as activating transcription factor 2 (ATF2), cAMP-response element binding protein (CREB), and forkhead box protein O1 (FOXO1)^16^. Previously, we demonstrated that recombinant NOTUM protein promoted beige and brown adipocyte differentiation *in vitro*^9^. We also showed that acute overexpression of NOTUM in liver, through adenovirus mediated gene delivery, significantly increased thermogenic capacity in WAT and BAT, and made the mice more tolerant to cold^9^. Our current findings show that long-term NOTUM overexpression in the liver protects against diet-induced obesity and improved glucose homeostasis in mice. Moreover, our in vitro study demonstrated that NOTUM alleviated the inhibitory effects of WNT3A on brown adipocyte differentiation by attenuating Wnt/β-catenin signaling pathway and increasing the mRNA and protein levels of C/EBPα and PPARγ, which are important transcription factors for adipocyte differentiation. Furthermore, addition of NOTUM greatly increased mRNA levels of *Pgc1a* and *Prdm16*, important regulators of brown adipocyte differentiation, and the mRNA and protein levels of the thermogenic protein, UCP1*,* in WNT3A + NOTUM group compared to the WNT3A group. We postulate that NOTUM blocks the inhibitory effects of Wnts on brown adipocyte differentiation by removing an essential palmitoleate from Wnt proteins, leading to their inactivation^10^.

We observed that NOTUM overexpression was associated with decreased fasting insulin levels and improved glucose tolerance in obese mice. This is likely due to (1) increased WAT expression of adiponectin, a beneficial adipokine that sensitizes the body to insulin^24^, (2) decreased inflammation in WATs as evidenced by decreased expression of TNFα, a cytokine that promotes insulin resistance, and decreased CCL2 protein levels in eWAT, and (3) decreased fibrosis in WATs. Fibrosis in visceral fat is associated with insulin resistance in humans^80^. A recent publication identified General Transcription Factor II-I Repeat Domain-Containing Protein 1 (GTF2IRD1) as a cold-inducible transcription factor that represses adipose tissue fibrosis through a PRDM16-Euchromatic Histone Lysine Methyltransferase 1 (EHMT1) complex^81^. Repression of adipose tissue fibrosis by the complex improves systemic glucose homeostasis independent of UCP1-mediated thermogenesis and body weight in mice^81^, demonstrating a direct link between WAT fibrosis and insulin resistance. Consistent with reduced insulin resistance, AAV-Notum mice exhibited improved glucose tolerance, although we were unable to demonstrate statistically significant differences in insulin sensitivity by ITT, likely due to the relatively modest effect of Notum on this trait. A more sensitive hyperinsulinemic-euglycemic clamp study^82^ will be needed to further characterize this trait.

In the metabolic cage experiments performed at ambient temperature (23 °C), we did not observe significant differences in energy expenditure related traits between the AAV-GFP and AAV-Notum treated mice on the HF/HS diet for 6 weeks. However, our previous study demonstrated that acute overexpression of NOTUM in the mouse liver, through adenovirus mediated gene delivery, resulted in increased oxygen consumption and carbon dioxide production only when the mice were maintained at 5 °C, but not when the mice were kept at 23°C^9^. Therefore, the metabolic cage experiment we conducted at 23 °C in this study might not be sensitive enough to capture a subtle difference in whole body energy expenditure between the two groups of mice. The other possibility is that a short acclimation period (overnight) used in our metabolic cage protocol might not be long enough, leading to increased experimental variations and decreased sensitivity to detect differences between the groups.

We observed that NOTUM overexpression was associated with increased fasting plasma FFA levels, increased ATGL and HSL mRNA and protein levels in WAT, and increased β3 adrenergic receptor agonist stimulated lipolysis capacity. The increased *Atgl* and *Lipe* (gene encoding HSL) transcript levels observed in the iWAT and eWAT of AAV-Notum mice compared to AAV-GFP mice are likely due to increased PPARγ transactivation of these two PPARγ target genes^83,84^. Our in vitro data also demonstrated that NOTUM treatment led to increased *Atgl* and *Lipe* mRNA levels in the differentiated brown adipocytes. 

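In iWAT of the chow diet-fed mice, Snai1 (ENSMUSG00000042821, chromosome 2 of GRCm38, 167538195 to 167542814) had 3.69 ± 0.791 CPM (SD, n = 6) in AAV-GFP mice and 2.72 ± 0.50 CPM (SD, n = 6) in AAV-Notum mice, from 35 to 84 reads per mouse. The log2 fold change was -0.44 (standard error 0.18, adjusted p = 0.310 from edgeR). All 6 AAV-Notum mice were below the AAV-GFP mean, and 3 of them were below every AAV-GFP mouse (exact permutation p = 0.0390). With each mouse left out in turn, the log2 fold change of Snai1 stayed between -0.53 and -0.37.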

Another possible cause of increased *Atgl* mRNA levels in the AAV-Notum mice could be decreased Snail1 (encoded by *Snai1*) expression (Fig. 7a,b). Snail1, a Wnt target gene^85^, is a transcriptional repressor that is known to bind to the promoter of *Atgl* and repress its expression, leading to inhibition of lipolysis^86^. Thus, decreased *Snai1* expression in the AAV-Notum group due to inhibition of Wnt signaling might lead to increased *Atgl* expression. During fasting, WAT lipolysis is increased by a combination of decreased insulin level, which inhibits lipolysis, and increased release of adrenaline and noradrenaline from the adrenal gland^87^. Impaired lipolysis has been associated with obesity in humans^88,89^. Recent reports^90,91^ demonstrated that, under fasting condition, ATGL-mediated lipolysis from WAT but not from BAT is essential for supplying FFA for non-shivering thermogenesis in BAT. Thus, the increased WAT lipolysis and increased UCP1 protein level in BAT can act synergistically to enhance BAT thermogenic function in the AAV-Notum treated mice. In addition, since the mRNA levels of the fatty acid transporters, Cd36 and Slc27a1, were similar between WATs and iBATs of AAV-Notum and AAV-GFP mice, the observed differences in plasma FFA levels between the two groups of mice could not be attributed to differences in expression of FFA transporters in adipose tissues.

We observed decreased levels of plasma LDL- and HDL-cholesterol but no changes in triglycerides in the AAV-Notum mice compared to the AAV-GFP mice in the DIO experiment (Table 1). Although high plasma triglycerides and LDL-cholesterol, and low HDL-cholesterol levels are associated with type 2 diabetes and insulin resistance in humans^92,93^, the insulin resistance-associated dyslipidemia in animal models exhibits different features^94,95^. For example, male C57BL/6J mice fed a high fat diet for 16 weeks exhibited obesity, insulin resistance, increased plasma triglycerides, and increased HDL- and LDL-cholesterol levels as compared to the chow diet-fed mice^95^. Therefore, *increased*, but not decreased, HDL-cholesterol level is associated with insulin resistance in male C57BL/6J DIO model. Thus, the decreased HDL-cholesterol level in the AAV-Notum treated mice compared to AAV-GFP mice is probably not related to insulin resistance. Furthermore, there was no differences in hepatic expression of the HDL-cholesterol receptor, SRB1 (encoded by *Scarb1*), between the AAV-Notum and AAV-GFP groups, excluding SRB1 as a cause for decreased HDL-cholesterol in the former. We observed significantly decreased transcript levels of lipogenesis genes including *Fasn*, *Me1*, and *Scd1* in the livers of AAV-Notum mice compared to AAV-GFP mice. This is probably due to decreased circulating insulin levels in the former. Therefore, lower insulin levels in AAV-Notum mice lead to less activation of Srebp-1c, resulting in reduced expression of lipogenesis genes in the liver. The opposing effects of decreased hepatic lipogenesis and increased circulating FFA levels in the AAV-Notum mice compared to the AAV-GFP mice probably led to no differences in plasma or liver triglyceride levels between the two groups.

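Among the 1487 genes lower in AAV-Notum iWAT at an unadjusted p under 0.05, 61 (4.10%) were of the ECM family, against 138 (0.886%) of the 15585 genes tested (Fisher's exact test across genes, odds ratio 7.79, p = 1.16e-26). Genes are not independent replicates, so this p does not measure the variation between mice. Among the 8 genes lower at an adjusted p under 0.05, 1 was of the ECM family (Fisher's exact test, p = 0.0687). With the RNA integrity number as a covariate, the p of the family from fry was 0.00603, and with the lymphoid marker score it was 0.0133. The median log2 fold change of the family, -0.36 on log2 CPM, shrank to -0.30 and -0.26 in these fits.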

Our iWAT RNA-seq data revealed a very significant enrichment of the ECM functional cluster among the down-regulated genes associated with NOTUM overexpression. ECM is important for maintaining adipose tissue homeostasis. Excessive accumulation of the ECM in adipose tissues causes fibrosis, which is associated with insulin resistance and type 2 diabetes^81,96–101^. ECM components such as collagen I, III, V and VI have been shown to be upregulated in obese mice^102–104^. The transforming growth factor-β (TGF-β) signaling pathway is a key mediator of activating fibroblast. Canonical Wnt signaling activation is required for TGF-β-mediated fibrosis and TGF-β can also stimulate canonical Wnt signaling^105^. Canonical Wnt pathway signaling is known to contribute to fibrotic mechanisms in various tissues and in cultured cells^67,69^. Interestingly, Wnt signaling has been shown to stimulate fibrogenic responses while suppressing adipogenesis in cultured human preadipocytes^106^. Global suppression of Wnt signaling pathways through chemical inhibition of the Wnt-activating enzyme, porcupine, leads to decreased expression of profibrotic genes such as collagen genes in the heart under normal basal conditions and improvement of heart function and reduced scaring following myocardial infarction^107^. A recent report demonstrated that NOTUM inhibited Wnt family member 5a (*Wnt5a*)-induced expression of profibrotic genes such as α-SMA, TIMP-1, and COL1A1 in a stellate cell line^108^. Furthermore, the C-terminal portion of COL6A3 collagen protein, known as endotrophin, has been shown to trigger adipose tissue fibrosis, inflammation, and insulin resistance in mice^109^. 

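Col6a3 (ENSMUSG00000048126), on chromosome 1 of GRCm38 from 90765923 to 90843971, had 651 ± 182 CPM (SD, n = 6) in iWAT of the chow diet-fed AAV-GFP mice and 371 ± 44.9 CPM (SD, n = 6) in that of AAV-Notum mice, from 5418 to 17027 reads per mouse. Its log2 fold change was -0.81 (standard error 0.17, unadjusted p = 4.36e-04 and adjusted p = 0.106 from edgeR). Every AAV-Notum mouse was below every AAV-GFP mouse (exact permutation p = 0.00217). With DESeq2 the adjusted p was 0.00116. With each mouse left out in turn, the log2 fold change of Col6a3 stayed between -0.89 and -0.67.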

Our RNA-seq data showed that *Col6a3* mRNA level was decreased in the iWAT of AAV-Notum treated mice (Fig. 7d), which might contribute to improved insulin resistance. Our in vitro data from brown pre-adipocytes further demonstrated that NOTUM blocked upregulation of TGF-β signaling by WNT3A, leading to significant decreases in mRNA levels of multiple collagen genes that are downstream targets of TGF-β signaling^70,71^. We postulate that NOTUM decreases adipose tissue fibrosis through inhibition of Wnt signaling in vivo as well.

In summary, our study demonstrates that NOTUM overexpression in the liver protects against diet-induced obesity and improves glucose homeostasis in mice, probably through enhanced thermogenic capacity and decreased fibrosis and inflammation in the adipose tissue. Our in vitro studies provide further evidence that NOTUM blocks Wnt signaling, leading to restored brown adipocyte differentiation and decreased expression of fibrosis related genes. Our results suggest that NOTUM is a potential therapeutic target for the treatment of obesity and diabetes.

### Limitations of study

This work did not include a saline-receiving group as another control in the animal studies, which would have provided information regarding whether overexpression of GFP in the liver of the AAV-GFP injected mice caused adverse effects, such as immunogenicity and cytotoxicity^110^, which might change interpretation of the data. We did not measure heat production or core body temperature following cold exposure in animal studies, nor did we study DIO under thermal neutral vs. cold temperature conditions, therefore, preventing us to demonstrate directly that NOTUM overexpression increases thermogenesis in BAT and WAT. Lastly, we did not measure triglyceride levels or lipolysis in the differentiated brown adipocytes, which would have further validated our in vitro model and in vivo observations.

## Material and methods

### AAV production

Recombinant adeno-associated virus (AAV) serotype 8 (AAV) vectors that overexpress mouse *Notum* or green fluorescence protein (GFP) under the control of a liver specific thyroxine binding globulin promoter were constructed using the same method as previously described^9^.

### Mice and diets

All mice included in this study were kept at 23 °C. For diet-induced obesity studies, eight-week-old male C57BL/6J mice purchased from the Jackson Laboratory (Bar Harbor, ME) were injected through the tail vein with 1 × 10^12^ genome copies of AAV-GFP or AAV-Notum (n = 12/group). Two weeks post injection, mice were switched to a high fat/high sucrose (HF/HS) diet (D12266B, Research Diets, New Brunswick, NJ) for 14 weeks, followed by 4-h fasting, before euthanization and tissue collection. Two cohorts of mice (n = 24 per cohort: 12 AAV-GFP and 12 AAV-Notum) were examined using the 14-week HF/HS diet feeding protocol with similar results. For the chow diet study, mice were infected with the same amounts of viruses as described above (n = 6/group), and fed a low fat chow diet for 4 weeks before euthanization and tissue collection as described above. The use of animals and all experimental procedures were reviewed and approved by the UCLA Chancellor’s Animal Research Committee and conducted in accordance with the animal care guideline set by UCLA. This study was carried out in compliance with the ARRIVE guidelines (https://arriveguidelines.org).

### Body composition by quantitative nuclear magnetic resonance

Mice were measured for total body fat mass and lean mass by nuclear magnetic resonance (NMR) using the Bruker Minispec with software from Echo Medical Systems (Houston, TX) as described^111^.

### Cumulative food intake, food consumption and fecal energy content

For cumulative food intake, mice that received the same AAV were housed 4 mice/cage, and the amounts of diet consumed each week were recorded. Broken up food crumbs that fell onto the cage bottoms were recovered, weighed, and subtracted from the food intake calculation to increase accuracy of the measurement. In a separate experiment, after 5-week diet feeding, before differences in body weight appeared, mice were individually housed for 48 h during which body weights and food weights were recorded at time 0, 24, and 48 h. Broken up food crumbs were recovered and subtracted from the food consumption calculation. Feces were collected and weighed at the end of 48 h. Energy content of food and feces was determined using a bomb calorimeter (Model 1261, Parr Instruments, Moline, IL) as previously described^112^. Samples were dried and the energy content of the dried samples were measured in duplicate and then averaged. Net energy intake of each mouse, expressed as kcal/day), was calculated as [daily food consumption (g/day)* energy content of diet (4.782 kcal/g)] − [fecal weight (g/day)* energy content of feces (kcal/g)].

### Metabolic cage study

Energy expenditure was assessed by indirect calorimetry using a Columbus Instruments Comprehensive Lab Animal Monitoring System as previously described^9^. Animals were placed individually in cages at 23 °C for 3 days with 12-h light/dark cycles with free access to food and water. All of the parameters, such as oxygen (VO_2_) and carbon dioxide (CO_2_), were measured in 20-min intervals after an overnight acclimation period. Data collected from the metabolic cage study after overnight acclimation were analyzed using the web-based CalR software version 1.2 (https://calrapp.org/)^19^. Body weight, lean mass, or fat mass of the mice were used as a covariate, separately, when performing ANCOVA.

### Blood parameters

Plasma lipids, lipoproteins, and glucose levels were measured by colorimetric assays as previously described^113^. Plasma insulin levels were measured by ELISA using kits from ALPCO (Salem, NH)^113^.

### Glucose tolerance and insulin tolerance tests

For glucose tolerance test, after 12 weeks feeding of the HF/HS diet, mice were fasted for 6 h before the intraperitoneal glucose tolerance test (IPGTT). For the test, 1.5 g glucose/kg body weight of glucose was injected intraperitoneally (i.p.) into each mouse. Blood glucose levels were determined at time 0, 15, 30, 60, 90, and 120 min using one drop of blood collected from the tip of the tail and an Alphatrak 2 glucometer^114^.

For insulin tolerance test (ITT), mice maintained on the HF/HS diet for 11 weeks were fasted for 4 h before receiving i.p. injection of recombinant human insulin (1U/kg body weight, Gibco, Carlsbad, CA). Blood glucose levels were determined at time 0, 15, 30, 60, and 90 min using an Alphatrak 2 glucometer^115^. Glucose values at time 0, 15, 30, 60, and 90 min were normalized to values at time 0 of each mouse for data analysis.

For IPGTT and ITT, area under the curve (AUC) for glucose or glucose (%) of each mouse, respectively, was calculated using Prism 8.0.2 (GraphPad Software Inc., La Jolla, CA).

### β3 adrenergic receptor agonist-stimulated lipolysis test

Mice maintained on the HF/HS diet for 10 weeks were injected i.p. with a β3 adrenergic receptor agonist, CL316,243 (0.3 mg/kg body weight, Adipogen, San Diego, CA)^116^ at 10 a.m. Blood were collected at time 0 and 30 min after injection. Plasma free fatty acid and glycerol levels were determined as previously described^113^.

### RNA purification, cDNA synthesis, and real-time RT-PCR

Total RNA was isolated from tissue samples using the miRNA isolation kit (Qiagen, Germantown, MD) according to protocol provided by the manufacturer. One μg of RNA samples were reversely transcribed using a high-capacity cDNA reverse transcription kit (Applied Biosystems, Foster City, CA) with random primers. Real-time qPCR was carried out using a KAPA SYBR Fast qPCR kit (Kapa Biosystems), as recommended by the manufacturer. Samples were run on a LightCycler 480 II (Roche) and analyzed using the Roche LightCycler 480 software version 1.5.0. The qPCR targets were normalized to the expression of housekeeping genes including *Hmbs*, *Nono*, and *Ywhaz*. Primer sequences for qPCR are listed in Supplemental Table 4.

### Immunoblotting

Immunoblotting was performed using 30 μg of proteins from tissue or cell lysate per sample as previously described^117^. Primary antibodies against CALNEXIN (Santa Cruz Biotechnology, 1:1000), active β-CATENIN (Cell Signaling, 1:1000), APOE (Biodesign International, 1:1000), ATGL (Cell Signaling, 1:1000), C/EBPα (Cell Signaling, 1:1000), GAPDH (Cell Signaling, 1:1000), HSL (Cell Signaling, 1:1000), PPARγ (Cell Signaling, 1:000), SMAD2 (Cell Signaling, 1:1000), phospho-SMAD2 (Cell Signaling, 1:1000), UCP1 (abcam, 1:1000), NOTUM (abcam, 1:1000), and β-ACTIN (Cell Signaling, 1:2000) were used in the experiments.

### Mitochondrial DNA content

Mitochondrial DNA content was measured as described previously^118,119^. Briefly, total (mitochondrial and nuclear) DNA from various adipose tissues was isolated by phenol/chloroform/isoamylalcohol extraction. Both mitochondrial and nuclear DNAs were amplified by quantitative PCR with 25 ng of total DNA using primers in the D-loop region and Tert gene (Supplemental Table 4), respectively. Mitochondrial DNA content, normalized to nuclear DNA, was calculated using the equation 2 × 2^−ΔCt^, ΔCt = (D-loop Ct –Tert Ct).

### Histology and adipocyte size and number measurements

Histologic sections (5 μm) from formalin fixed paraffin embedded mouse iBAT and iWAT were stained with hematoxylin and eosin (H & E) stain before examination using a light microscope. H & E stained histological sections of iWATs were used for determination of adipocyte size^120^ in a blinded fashion. Determination of adipocyte number was performed as described^121,122^.

#### CCL2 ELISA

One hundred μl of tissue lysate from epididymal WAT (eWAT) [in Pierce IP buffer (Thermo Fisher)] was used for determination of CCL2 content, in duplicate, using the mouse CCL2 DuoSet ELISA kit (R&D Systems) according to the manufacturer’s protocol. CCL2 concentration was normalized by protein concentration of the tissue lysate.

### Collagen assay

Hydroxyproline content of adipose tissue samples was measured using QuickZyme Total Collagen Assay kit (QuickZyme Biosciences, The Netherlands).

### RNA-seq

Total RNA from iWAT was isolated as described above. RNA libraries were prepared using the Illumina TruSeq kits (Illumina, San Diego, CA). Following barcoding, 12 samples per lane were sequenced on a HiSeq4000 using 50 bp single-end protocol. Reads were QC’d using FastQC in batch mode and mapped to the mouse genome (mm10) using STAR aligner version 2.3.1. Differential expression analysis was performed using DEseq2^123^ with significant genes called using adjusted p-value cutoffs of less than 0.05. Gene ontology analysis was performed using DAVID 6.8 (https://david.ncifcrf.gov/). The Benjamini–Hochberg method was used to obtain false discovery rates for enriched pathways.

### In vitro study

Confluent brown pre-adipocytes^9^ plated in 6-well plates were subjected to differentiation using a standard cocktail^9^ with additions of BSA (1 μg/ml, control), 10 ng/ml recombinant human WNT3A (R&D Systems), 300 ng/ml recombinant human NOTUM (R&D Systems), or 10 ng/ml WNT3A and 300 ng/ml NOTUM for 7 days before gene expression analysis and immunoblotting. Cell samples were also collected at baseline (Day 0) to serve as references. Media were changed every 2 days during the 7-day period. The WNT3A protein stock solution was dissolved in PBS containing 0.1% BSA at a concentration of 10 μg/ml as recommended by the manufacturer. Final BSA concentrations in all treatment groups are 1 μg/ml.

### Statistical analysis

Student’s t-test was used to compare the means of 2 groups. For experiments with a two-factorial design (data presented in Fig. 5), a two-way ANOVA was performed to establish that not all groups were equal. The Holm–Sidak post hoc analysis was then used for specific between-group comparisons after statistical significance was established by ANOVA. Statistical analyses were performed in GraphPad Prism version 8.0.2.

## Supplementary Information

Supplementary Information.

## Data Availability

All data are contained within the manuscript. The RNA-seq data presented in this publication have been deposited in NCBI's Gene Expression Omnibus^124^ and are accessible through GEO Series accession number GSE148894 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE148894).

# Supplementary material for: NOTUM promotes thermogenic capacity and protects against diet-induced obesity in male mice
**Source:** Sci Rep. 2021 Aug 12;11:16409. doi: 10.1038/s41598-021-95720-1

## **SUPPLEMENTARY INFORMATION**

**Title: NOTUM promotes thermogenic capacity and protects against diet-induced obesity in male mice**

**Authors:** Fangfei Guo<sup>1</sup>, Marcus Seldin<sup>2</sup>, Miklós Péterfy<sup>3</sup>, Sarada Charugundla<sup>1</sup>, Zhiqiang Zhou<sup>1</sup>, Stephen D. Lee<sup>4</sup>, Alice Mouton<sup>5</sup>, Prashant Rajbhandari<sup>6</sup>, Wenchao Zhang<sup>1,7</sup>, Matteo Pellegrini<sup>8</sup>, Peter Tontonoz<sup>4</sup>, Aldons J. Lusis<sup>1</sup>, and Diana M. Shih<sup>1\*</sup>

**Supplemental Table 1. Expressed Wnt target genes in iWAT of chow fed AAV-Notum and AAV-GFP mice**

| <b>Gene Name</b> | <b>log2 fold change</b> | <b>p value</b>  |
|------------------|-------------------------|-----------------|
| <b>Egfr</b>      | <b>-0.87</b>            | <b>4.63E-04</b> |
| <b>Jun</b>       | <b>-0.91</b>            | <b>3.74E-03</b> |
| <b>Efnb1</b>     | <b>-0.55</b>            | <b>5.97E-03</b> |
| <b>Bmp4</b>      | <b>-0.55</b>            | <b>8.41E-03</b> |
| <b>Vcan</b>      | <b>-0.82</b>            | <b>1.36E-02</b> |
| <b>Wisp2</b>     | <b>-0.81</b>            | <b>1.57E-02</b> |
| <b>Rarg</b>      | <b>-0.34</b>            | <b>3.06E-02</b> |
| <b>Snai1</b>     | <b>-0.49</b>            | <b>3.15E-02</b> |
| <b>Mmp3</b>      | <b>-0.35</b>            | <b>4.82E-02</b> |
| <b>Dll1</b>      | <b>-0.29</b>            | <b>5.16E-02</b> |
| <b>Tbx3</b>      | <b>-0.46</b>            | <b>5.45E-02</b> |
| <b>En1</b>       | <b>-0.72</b>            | <b>5.45E-02</b> |
| <b>Grem1</b>     | <b>1.42</b>             | <b>5.92E-02</b> |
| <b>Fzd5</b>      | <b>-0.42</b>            | <b>6.80E-02</b> |
| <b>Birc5</b>     | <b>0.97</b>             | <b>8.03E-02</b> |
| <b>Jag1</b>      | <b>-0.38</b>            | <b>9.17E-02</b> |
| <b>Enpp2</b>     | <b>-0.21</b>            | <b>9.78E-02</b> |
| <b>Edn1</b>      | <b>-0.59</b>            | <b>1.01E-01</b> |
| <b>Nrcam</b>     | <b>-0.40</b>            | <b>1.03E-01</b> |
| <b>Mmp2</b>      | <b>-0.36</b>            | <b>1.08E-01</b> |
| <b>Tnfsf9</b>    | <b>0.60</b>             | <b>1.20E-01</b> |
| <b>Tcf7</b>      | <b>0.97</b>             | <b>1.53E-01</b> |
| <b>Ctla4</b>     | <b>1.10</b>             | <b>1.56E-01</b> |
| <b>Fzd7</b>      | <b>-0.32</b>            | <b>1.56E-01</b> |
| <b>Mitf</b>      | <b>-0.43</b>            | <b>1.63E-01</b> |
| <b>Eda</b>       | <b>-0.42</b>            | <b>1.75E-01</b> |
| <b>Lbh</b>       | <b>0.63</b>             | <b>1.79E-01</b> |
| <b>Irx3</b>      | <b>-0.23</b>            | <b>1.82E-01</b> |
| <b>Vegfa</b>     | <b>-0.31</b>            | <b>1.83E-01</b> |
| <b>Myc</b>       | <b>0.40</b>             | <b>2.00E-01</b> |
| <b>Nos2</b>      | <b>-0.30</b>            | <b>2.02E-01</b> |
| <b>Mmp9</b>      | <b>-0.45</b>            | <b>2.14E-01</b> |
| <b>Tcf4</b>      | <b>-0.17</b>            | <b>2.18E-01</b> |
| <b>Tnfsf11</b>   | <b>0.67</b>             | <b>2.30E-01</b> |
| <b>Postn</b>     | <b>0.38</b>             | <b>2.33E-01</b> |

**Supplemental Table 1-continued**

| <b>Gene Name</b> | <b>log2 fold change</b> | <b>p value</b>  |
|------------------|-------------------------|-----------------|
| <b>Btrc</b>      | <b>-0.11</b>            | <b>2.68E-01</b> |
| <b>Tert</b>      | <b>0.35</b>             | <b>2.94E-01</b> |
| <b>Gja1</b>      | <b>0.30</b>             | <b>3.05E-01</b> |
| <b>Igf1</b>      | <b>-0.21</b>            | <b>3.29E-01</b> |
| <b>Ccnd1</b>     | <b>0.24</b>             | <b>4.34E-01</b> |
| <b>Plaur</b>     | <b>0.29</b>             | <b>4.81E-01</b> |
| <b>Axin2</b>     | <b>-0.10</b>            | <b>5.12E-01</b> |
| <b>Mycbp</b>     | <b>-0.14</b>            | <b>5.16E-01</b> |
| <b>Cacna1g</b>   | <b>-0.18</b>            | <b>5.85E-01</b> |
| <b>Ikbkg</b>     | <b>-0.07</b>            | <b>5.91E-01</b> |
| <b>Fst</b>       | <b>0.12</b>             | <b>6.36E-01</b> |
| <b>Msl1</b>      | <b>0.04</b>             | <b>6.95E-01</b> |
| <b>Vegfc</b>     | <b>-0.07</b>            | <b>7.09E-01</b> |
| <b>Wisp1</b>     | <b>0.18</b>             | <b>7.57E-01</b> |
| <b>Rhou</b>      | <b>0.09</b>             | <b>7.64E-01</b> |
| <b>Cldn1</b>     | <b>-0.17</b>            | <b>7.64E-01</b> |
| <b>L1cam</b>     | <b>0.06</b>             | <b>8.18E-01</b> |
| <b>Fn1</b>       | <b>-0.04</b>            | <b>9.01E-01</b> |
| <b>Sfrp2</b>     | <b>-0.04</b>            | <b>9.16E-01</b> |
| <b>Cdh1</b>      | <b>-0.08</b>            | <b>9.20E-01</b> |

**Supplemental Table 2.** DAVID pathway analysis-enriched cluster of upregulated genes in iWAT of AAV-Notum mice compared to AAV-GFP mice

| Enrichment Cluster                   | Gene  | log2 Fold Change | P value  | P adjusted |
|--------------------------------------|-------|------------------|----------|------------|
| Cellular response to interferon-beta | Gbp6  | 0.59             | 1.91E-04 | 1.84E-02   |
|                                      | Cdc34 | 0.36             | 3.93E-04 | 2.74E-02   |
|                                      | Igtp  | 0.61             | 1.17E-04 | 1.34E-02   |
|                                      | Stat1 | 0.53             | 1.26E-04 | 1.41E-02   |
|                                      | Ifit3 | 0.78             | 3.91E-04 | 2.74E-02   |
|                                      | Gbp3  | 0.52             | 7.92E-09 | 1.18E-05   |

**Supplemental Table 3.** DAVID pathway analysis-enriched clusters of down-regulated genes in iWAT of AAV-Notum mice compared to AAV-GFP mice

| Enrichment Cluster       | Gene     | log2 Fold Change | P value  | P adjusted |
|--------------------------|----------|------------------|----------|------------|
| Glycoprotein (120 genes) | Abca8a   | -0.85            | 2.17E-04 | 1.91E-02   |
|                          | Abcb1a   | -0.51            | 5.08E-04 | 3.07E-02   |
|                          | Abcc3    | -0.98            | 3.76E-05 | 6.44E-03   |
|                          | Acer2    | -0.74            | 1.72E-07 | 1.18E-04   |
|                          | Acvr1    | -0.87            | 8.77E-04 | 4.22E-02   |
|                          | Acvrl1   | -0.49            | 1.78E-04 | 1.80E-02   |
|                          | Adamts1  | -0.83            | 7.23E-04 | 3.79E-02   |
|                          | Adamts2  | -0.78            | 9.67E-04 | 4.47E-02   |
|                          | Adamtsl2 | -1.87            | 2.34E-06 | 9.07E-04   |
|                          | Adgrg1   | -0.72            | 1.53E-04 | 1.66E-02   |
|                          | Adgrg2   | -0.96            | 3.49E-05 | 6.10E-03   |
|                          | App      | -0.53            | 1.00E-03 | 4.59E-02   |
|                          | Aqp1     | -0.74            | 4.24E-05 | 6.88E-03   |
|                          | Asgr2    | -1.47            | 1.10E-03 | 4.86E-02   |
|                          | Bcam     | -0.56            | 2.69E-04 | 2.19E-02   |
|                          | Bmper    | -0.72            | 8.84E-04 | 4.22E-02   |
|                          | Btc      | -1.86            | 6.98E-08 | 5.92E-05   |
|                          | C1qtnf1  | -0.55            | 8.59E-04 | 4.20E-02   |
|                          | Ccdc80   | -0.98            | 4.12E-04 | 2.78E-02   |
|                          | Ccl11    | -1.01            | 4.29E-05 | 6.89E-03   |
|                          | Ccl2     | -1.05            | 7.90E-05 | 1.07E-02   |
|                          | Cd163    | -0.92            | 8.61E-08 | 6.98E-05   |
|                          | Cmklr1   | -1.00            | 9.99E-07 | 4.82E-04   |
|                          | Cnnm3    | -0.43            | 7.27E-04 | 3.80E-02   |
|                          | Col18a1  | -0.87            | 4.04E-04 | 2.75E-02   |
|                          | Col1a1   | -0.52            | 1.12E-03 | 4.89E-02   |
|                          | Col1a2   | -0.57            | 2.73E-04 | 2.21E-02   |
|                          | Col4a1   | -0.70            | 3.98E-04 | 2.75E-02   |
|                          | Col4a2   | -0.69            | 1.01E-03 | 4.61E-02   |
|                          | Col6a1   | -0.72            | 1.24E-04 | 1.40E-02   |
|                          | Col6a2   | -0.68            | 4.23E-04 | 2.80E-02   |
|                          | Creb3l1  | -0.72            | 7.54E-04 | 3.85E-02   |
|                          | Creb3l3  | -1.94            | 9.96E-04 | 4.58E-02   |
|                          | Crim1    | -0.71            | 8.38E-06 | 2.26E-03   |
|                          | Ddr2     | -0.48            | 4.70E-04 | 2.93E-02   |
|                          | Duoxa1   | -1.32            | 9.51E-05 | 1.19E-02   |

**Supplemental Table 3-continued**

| <b>Enrichment Cluster</b>     | <b>Gene</b> | <b>log2 Fold Change</b> | <b>P value</b> | <b>P adjusted</b> |
|-------------------------------|-------------|-------------------------|----------------|-------------------|
| <b>Glycoprotein-continued</b> | Egfr        | -0.80                   | 9.56E-08       | 7.09E-05          |
|                               | Emp1        | -1.93                   | 3.28E-07       | 1.95E-04          |
|                               | ErbB2       | -0.65                   | 7.39E-04       | 3.82E-02          |
|                               | Fam20a      | -0.80                   | 1.71E-04       | 1.77E-02          |
|                               | Fbln2       | -0.68                   | 8.30E-04       | 4.15E-02          |
|                               | Fbln5       | -0.98                   | 5.47E-06       | 1.70E-03          |
|                               | Folh1       | -2.71                   | 6.34E-06       | 1.87E-03          |
|                               | Fzd1        | -0.63                   | 3.03E-06       | 1.08E-03          |
|                               | Gcnt2       | -0.75                   | 2.24E-05       | 4.53E-03          |
|                               | Glt8d2      | -0.97                   | 1.05E-03       | 4.70E-02          |
|                               | Gpr161      | -0.60                   | 4.89E-04       | 3.01E-02          |
|                               | Gpr17       | -1.04                   | 1.64E-06       | 7.48E-04          |
|                               | Gpr4        | -0.51                   | 6.50E-04       | 3.56E-02          |
|                               | H6pd        | -0.80                   | 3.28E-04       | 2.43E-02          |
|                               | Heg1        | -0.47                   | 2.11E-04       | 1.90E-02          |
|                               | Hmcn2       | -0.74                   | 5.26E-04       | 3.14E-02          |
|                               | Hspg2       | -0.79                   | 8.81E-05       | 1.13E-02          |
|                               | Il34        | -0.80                   | 1.13E-03       | 4.93E-02          |
|                               | Itga5       | -0.49                   | 4.21E-05       | 6.88E-03          |
|                               | Itih5       | -1.00                   | 1.11E-04       | 1.28E-02          |
|                               | Jag2        | -0.57                   | 6.44E-04       | 3.56E-02          |
|                               | Jup         | -0.76                   | 1.65E-04       | 1.75E-02          |
|                               | Kcnq1       | -0.93                   | 5.93E-04       | 3.42E-02          |
|                               | Kirrel      | -0.87                   | 1.74E-04       | 1.78E-02          |
|                               | Kitl        | -0.73                   | 1.12E-03       | 4.89E-02          |
|                               | Lama5       | -0.54                   | 2.67E-04       | 2.19E-02          |
|                               | Lamb2       | -0.87                   | 4.17E-05       | 6.88E-03          |
|                               | Lamc1       | -0.60                   | 8.65E-04       | 4.21E-02          |
|                               | Lbp         | -1.81                   | 2.21E-07       | 1.40E-04          |
|                               | Lox         | -1.13                   | 2.05E-07       | 1.35E-04          |
|                               | Lrp6        | -0.54                   | 2.57E-04       | 2.13E-02          |
|                               | Mest        | -2.88                   | 1.50E-10       | 5.36E-07          |
|                               | Nid1        | -0.78                   | 8.93E-04       | 4.24E-02          |
|                               | Notch3      | -0.31                   | 5.07E-04       | 3.07E-02          |
|                               | Notch4      | -0.59                   | 2.20E-04       | 1.91E-02          |

Supplemental Table 3-continued

| Enrichment Cluster     | Gene     | log2 Fold Change | P value  | P adjusted |
|------------------------|----------|------------------|----------|------------|
| Glycoprotein-continued | Npr3     | -1.75            | 2.05E-04 | 1.90E-02   |
|                        | Olfml3   | -0.75            | 7.91E-05 | 1.07E-02   |
|                        | P2ry2    | -1.03            | 3.19E-06 | 1.09E-03   |
|                        | P4ha1    | -0.55            | 4.04E-04 | 2.75E-02   |
|                        | P4ha2    | -0.76            | 4.39E-04 | 2.85E-02   |
|                        | Pam      | -0.40            | 1.15E-03 | 4.96E-02   |
|                        | Pcdh19   | -0.53            | 2.32E-04 | 1.99E-02   |
|                        | Pcsk5    | -1.00            | 3.99E-04 | 2.75E-02   |
|                        | Plxdc2   | -0.76            | 6.86E-05 | 9.71E-03   |
|                        | Pon1     | -1.12            | 5.41E-04 | 3.20E-02   |
|                        | Prelp    | -1.46            | 6.09E-06 | 1.84E-03   |
|                        | Prss23   | -0.58            | 1.11E-03 | 4.88E-02   |
|                        | Ptgfr    | -2.26            | 5.53E-08 | 5.03E-05   |
|                        | Ptgfrn   | -0.37            | 6.28E-04 | 3.51E-02   |
|                        | Ptprb    | -0.68            | 8.94E-04 | 4.24E-02   |
|                        | Ptprf    | -0.46            | 4.23E-04 | 2.80E-02   |
|                        | Ret      | -1.07            | 1.16E-04 | 1.33E-02   |
|                        | Robo4    | -0.64            | 6.77E-04 | 3.67E-02   |
|                        | Sema3f   | -0.77            | 6.00E-07 | 3.24E-04   |
|                        | Sema5a   | -0.73            | 1.02E-04 | 1.22E-02   |
|                        | Serpine1 | -2.36            | 1.00E-14 | 5.97E-11   |
|                        | Serpinf1 | -0.86            | 4.36E-04 | 2.85E-02   |
|                        | Serping1 | -0.47            | 2.54E-06 | 9.63E-04   |
|                        | Serpinh1 | -0.73            | 2.09E-04 | 1.90E-02   |
|                        | Sez6l    | -3.24            | 8.26E-05 | 1.09E-02   |
|                        | Slc1a4   | -0.87            | 2.67E-05 | 4.96E-03   |
|                        | Slc43a3  | -0.67            | 1.99E-06 | 8.36E-04   |
|                        | Slc4a11  | -0.58            | 8.02E-04 | 4.03E-02   |
|                        | Slc5a3   | -0.96            | 1.62E-04 | 1.74E-02   |
|                        | Slc5a7   | -4.39            | 9.96E-06 | 2.54E-03   |
|                        | Slc6a13  | -1.26            | 2.14E-04 | 1.90E-02   |
|                        | Slc8b1   | -0.56            | 3.91E-04 | 2.74E-02   |
|                        | Slit3    | -0.91            | 2.07E-04 | 1.90E-02   |
|                        | Smoc2    | -1.11            | 2.15E-04 | 1.91E-02   |
|                        | Sptbn1   | -0.64            | 3.99E-04 | 2.75E-02   |
|                        | Srpx2    | -1.06            | 6.15E-04 | 3.48E-02   |
|                        | Tanc2    | -0.56            | 9.57E-05 | 1.19E-02   |

**Supplemental Table 3-continued**

| Enrichment Cluster            | Gene    | log2 Fold Change | P value  | P adjusted |
|-------------------------------|---------|------------------|----------|------------|
| <b>Glycoprotein-continued</b> | Tfpi2   | -0.88            | 4.51E-04 | 2.87E-02   |
|                               | Tgfb3   | -0.63            | 1.74E-04 | 1.78E-02   |
|                               | Thbd    | -1.20            | 9.89E-06 | 2.54E-03   |
|                               | Thbs1   | -1.51            | 3.11E-04 | 2.38E-02   |
|                               | Thbs2   | -1.16            | 2.65E-15 | 2.36E-11   |
|                               | Tinagl1 | -0.93            | 1.18E-05 | 2.93E-03   |
|                               | Tspan4  | -0.65            | 3.04E-04 | 2.35E-02   |
|                               | Ugt1a6a | -0.98            | 2.23E-04 | 1.92E-02   |
|                               | Vcan    | -0.78            | 7.03E-04 | 3.73E-02   |
|                               | Vnn1    | -1.23            | 3.06E-04 | 2.35E-02   |
|                               | Vsig2   | -0.81            | 4.19E-04 | 2.80E-02   |

| Enrichment Cluster                     | Gene     | log2 Fold Change | P value  | P adjusted |
|----------------------------------------|----------|------------------|----------|------------|
| <b>Extracellular matrix (34 genes)</b> | Adamts1  | -0.83            | 7.23E-04 | 3.79E-02   |
|                                        | Adamts2  | -0.78            | 9.67E-04 | 4.47E-02   |
|                                        | Adamtsl2 | -1.87            | 2.34E-06 | 9.07E-04   |
|                                        | Ccdc80   | -0.98            | 4.12E-04 | 2.78E-02   |
|                                        | Col18a1  | -0.87            | 4.04E-04 | 2.75E-02   |
|                                        | Col1a1   | -0.52            | 1.12E-03 | 4.89E-02   |
|                                        | Col1a2   | -0.57            | 2.73E-04 | 2.21E-02   |
|                                        | Col4a1   | -0.70            | 3.98E-04 | 2.75E-02   |
|                                        | Col4a2   | -0.69            | 1.01E-03 | 4.61E-02   |
|                                        | Col5a1   | -0.67            | 4.58E-04 | 2.90E-02   |
|                                        | Col6a1   | -0.72            | 1.24E-04 | 1.40E-02   |
|                                        | Col6a2   | -0.68            | 4.23E-04 | 2.80E-02   |
|                                        | Col6a3   | -0.81            | 6.95E-06 | 1.94E-03   |
|                                        | Eln      | -0.58            | 1.36E-06 | 6.37E-04   |
|                                        | Fbln2    | -0.68            | 8.30E-04 | 4.15E-02   |
|                                        | Fbln5    | -0.98            | 5.47E-06 | 1.70E-03   |
|                                        | Fgf1     | -1.17            | 4.48E-04 | 2.87E-02   |
|                                        | Hapln3   | -1.22            | 1.48E-04 | 1.62E-02   |
|                                        | Hmcn2    | -0.74            | 5.26E-04 | 3.14E-02   |
|                                        | Hspg2    | -0.79            | 8.81E-05 | 1.13E-02   |
|                                        | Lama5    | -0.54            | 2.67E-04 | 2.19E-02   |
|                                        | Lamb2    | -0.87            | 4.17E-05 | 6.88E-03   |
|                                        | Lamc1    | -0.60            | 8.65E-04 | 4.21E-02   |

| Enrichment Cluster              | Gene     | log2 Fold Change | P value  | P adjusted |
|---------------------------------|----------|------------------|----------|------------|
| Extracellular matrix (34 genes) | Adamts1  | -0.83            | 7.23E-04 | 3.79E-02   |
|                                 | Adamts2  | -0.78            | 9.67E-04 | 4.47E-02   |
|                                 | Adamtsl2 | -1.87            | 2.34E-06 | 9.07E-04   |
|                                 | Ccdc80   | -0.98            | 4.12E-04 | 2.78E-02   |
|                                 | Col18a1  | -0.87            | 4.04E-04 | 2.75E-02   |
|                                 | Col1a1   | -0.52            | 1.12E-03 | 4.89E-02   |
|                                 | Col1a2   | -0.57            | 2.73E-04 | 2.21E-02   |
|                                 | Col4a1   | -0.70            | 3.98E-04 | 2.75E-02   |
|                                 | Col4a2   | -0.69            | 1.01E-03 | 4.61E-02   |
|                                 | Col5a1   | -0.67            | 4.58E-04 | 2.90E-02   |
|                                 | Col6a1   | -0.72            | 1.24E-04 | 1.40E-02   |
|                                 | Col6a2   | -0.68            | 4.23E-04 | 2.80E-02   |
|                                 | Col6a3   | -0.81            | 6.95E-06 | 1.94E-03   |
|                                 | Eln      | -0.58            | 1.36E-06 | 6.37E-04   |
|                                 | Fbln2    | -0.68            | 8.30E-04 | 4.15E-02   |
|                                 | Fbln5    | -0.98            | 5.47E-06 | 1.70E-03   |
|                                 | Fgf1     | -1.17            | 4.48E-04 | 2.87E-02   |
|                                 | Hapln3   | -1.22            | 1.48E-04 | 1.62E-02   |
|                                 | Hmcn2    | -0.74            | 5.26E-04 | 3.14E-02   |
|                                 | Hspg2    | -0.79            | 8.81E-05 | 1.13E-02   |

Supplemental Table 3-continued

| Enrichment Cluster                  | Gene   | log2 Fold Change | P value  | P adjusted |
|-------------------------------------|--------|------------------|----------|------------|
| Extracellular matrix-continued      | Lox    | -1.13            | 2.05E-07 | 1.35E-04   |
|                                     | Nid1   | -0.78            | 8.93E-04 | 4.24E-02   |
|                                     | Prelp  | -1.46            | 6.09E-06 | 1.84E-03   |
|                                     | Slit3  | -0.91            | 2.07E-04 | 1.90E-02   |
|                                     | Smoc2  | -1.11            | 2.15E-04 | 1.91E-02   |
|                                     | Tgfb3  | -0.63            | 1.74E-04 | 1.78E-02   |
|                                     | Thbs2  | -1.16            | 2.65E-15 | 2.36E-11   |
|                                     | Timp3  | -0.85            | 3.07E-06 | 1.08E-03   |
|                                     | Timp4  | -1.73            | 2.21E-05 | 4.52E-03   |
|                                     | Tnxb   | -0.72            | 6.13E-04 | 3.48E-02   |
|                                     | Vcan   | -0.78            | 7.03E-04 | 3.73E-02   |
|                                     |        |                  |          |            |
| Enrichment Cluster                  | Gene   | log2 Fold Change | P value  | P adjusted |
| ECM-receptor interaction (16 genes) | Col1a1 | -0.52            | 1.12E-03 | 4.89E-02   |
|                                     | Col1a2 | -0.57            | 2.73E-04 | 2.21E-02   |
|                                     | Col4a1 | -0.70            | 3.98E-04 | 2.75E-02   |
|                                     | Col4a2 | -0.69            | 1.01E-03 | 4.61E-02   |
|                                     | Col5a1 | -0.67            | 4.58E-04 | 2.90E-02   |
|                                     | Col6a1 | -0.72            | 1.24E-04 | 1.40E-02   |
|                                     | Col6a2 | -0.68            | 4.23E-04 | 2.80E-02   |
|                                     | Col6a3 | -0.81            | 6.95E-06 | 1.94E-03   |
|                                     | Hspg2  | -0.79            | 8.81E-05 | 1.13E-02   |
|                                     | Itga5  | -0.49            | 4.21E-05 | 6.88E-03   |
|                                     | Lama5  | -0.54            | 2.67E-04 | 2.19E-02   |
|                                     | Lamb2  | -0.87            | 4.17E-05 | 6.88E-03   |
|                                     | Lamc1  | -0.60            | 8.65E-04 | 4.21E-02   |
|                                     | Thbs1  | -1.51            | 3.11E-04 | 2.38E-02   |
|                                     | Thbs2  | -1.16            | 2.65E-15 | 2.36E-11   |
|                                     | Tnxb   | -0.72            | 6.13E-04 | 3.48E-02   |

| Enrichment Cluster             | Gene  | log2 Fold Change | P value  | P adjusted |
|--------------------------------|-------|------------------|----------|------------|
| Extracellular matrix-continued | Lox   | -1.13            | 2.05E-07 | 1.35E-04   |
|                                | Nid1  | -0.78            | 8.93E-04 | 4.24E-02   |
|                                | Prelp | -1.46            | 6.09E-06 | 1.84E-03   |

|                                     |             |                         |                |                   |
|-------------------------------------|-------------|-------------------------|----------------|-------------------|
|                                     | Slit3       | -0.91                   | 2.07E-04       | 1.90E-02          |
|                                     | Smoc2       | -1.11                   | 2.15E-04       | 1.91E-02          |
|                                     | Tgfb3       | -0.63                   | 1.74E-04       | 1.78E-02          |
|                                     | Thbs2       | -1.16                   | 2.65E-15       | 2.36E-11          |
|                                     | Timp3       | -0.85                   | 3.07E-06       | 1.08E-03          |
|                                     | Timp4       | -1.73                   | 2.21E-05       | 4.52E-03          |
|                                     | Tnxb        | -0.72                   | 6.13E-04       | 3.48E-02          |
|                                     | Vcan        | -0.78                   | 7.03E-04       | 3.73E-02          |
|                                     |             |                         |                |                   |
| <b>Enrichment Cluster</b>           | <b>Gene</b> | <b>log2 Fold Change</b> | <b>P value</b> | <b>P adjusted</b> |
| ECM-receptor interaction (16 genes) | Col1a1      | -0.52                   | 1.12E-03       | 4.89E-02          |
|                                     | Col1a2      | -0.57                   | 2.73E-04       | 2.21E-02          |
|                                     | Col4a1      | -0.70                   | 3.98E-04       | 2.75E-02          |
|                                     | Col4a2      | -0.69                   | 1.01E-03       | 4.61E-02          |
|                                     | Col5a1      | -0.67                   | 4.58E-04       | 2.90E-02          |
|                                     | Col6a1      | -0.72                   | 1.24E-04       | 1.40E-02          |
|                                     | Col6a2      | -0.68                   | 4.23E-04       | 2.80E-02          |
|                                     | Col6a3      | -0.81                   | 6.95E-06       | 1.94E-03          |
|                                     | Hspg2       | -0.79                   | 8.81E-05       | 1.13E-02          |
|                                     | Itga5       | -0.49                   | 4.21E-05       | 6.88E-03          |
|                                     | Lama5       | -0.54                   | 2.67E-04       | 2.19E-02          |
|                                     | Lamb2       | -0.87                   | 4.17E-05       | 6.88E-03          |
|                                     | Lamc1       | -0.60                   | 8.65E-04       | 4.21E-02          |
|                                     | Thbs1       | -1.51                   | 3.11E-04       | 2.38E-02          |

|  |       |       |          |          |
|--|-------|-------|----------|----------|
|  | Thbs2 | -1.16 | 2.65E-15 | 2.36E-11 |
|--|-------|-------|----------|----------|

Supplemental Table 3-continued

| Enrichment Cluster                             | Gene     | log2 Fold Change | P value  | P adjusted |
|------------------------------------------------|----------|------------------|----------|------------|
| Basement membrane (16 genes)                   | Adamts1  | -0.83            | 7.23E-04 | 3.79E-02   |
|                                                | Ccdc80   | -0.98            | 4.12E-04 | 2.78E-02   |
|                                                | Col18a1  | -0.87            | 4.04E-04 | 2.75E-02   |
|                                                | Col4a1   | -0.70            | 3.98E-04 | 2.75E-02   |
|                                                | Col4a2   | -0.69            | 1.01E-03 | 4.61E-02   |
|                                                | Col5a1   | -0.67            | 4.58E-04 | 2.90E-02   |
|                                                | Hmcn2    | -0.74            | 5.26E-04 | 3.14E-02   |
|                                                | Hspg2    | -0.79            | 8.81E-05 | 1.13E-02   |
|                                                | Lama5    | -0.54            | 2.67E-04 | 2.19E-02   |
|                                                | Lamb2    | -0.87            | 4.17E-05 | 6.88E-03   |
|                                                | Lamc1    | -0.60            | 8.65E-04 | 4.21E-02   |
|                                                | Nid1     | -0.78            | 8.93E-04 | 4.24E-02   |
|                                                | Serpinf1 | -0.86            | 4.36E-04 | 2.85E-02   |
|                                                | Smoc2    | -1.11            | 2.15E-04 | 1.91E-02   |
|                                                | Thbs2    | -1.16            | 2.65E-15 | 2.36E-11   |
|                                                | Timp3    | -0.85            | 3.07E-06 | 1.08E-03   |
|                                                |          |                  |          |            |
| Enrichment Cluster                             | Gene     | log2 Fold Change | P value  | P adjusted |
| Epidermal growth factor-like domain (22 genes) | Adam3    | -1.69            | 1.87E-04 | 1.84E-02   |
|                                                | Btc      | -1.86            | 6.98E-08 | 5.92E-05   |
|                                                | Fbln2    | -0.68            | 8.30E-04 | 4.15E-02   |
|                                                | Fbln5    | -0.98            | 5.47E-06 | 1.70E-03   |
|                                                | Heg1     | -0.47            | 2.11E-04 | 1.90E-02   |
|                                                | Hmcn2    | -0.74            | 5.26E-04 | 3.14E-02   |
|                                                | Hspg2    | -0.79            | 8.81E-05 | 1.13E-02   |
|                                                | Jag2     | -0.57            | 6.44E-04 | 3.56E-02   |
|                                                | Lama5    | -0.54            | 2.67E-04 | 2.19E-02   |
|                                                | Lamb2    | -0.87            | 4.17E-05 | 6.88E-03   |
|                                                | Lamc1    | -0.60            | 8.65E-04 | 4.21E-02   |
|                                                | Lrp6     | -0.54            | 2.57E-04 | 2.13E-02   |
|                                                | Nid1     | -0.78            | 8.93E-04 | 4.24E-02   |
|                                                | Notch3   | -0.31            | 5.07E-04 | 3.07E-02   |
|                                                | Notch4   | -0.59            | 2.20E-04 | 1.91E-02   |
|                                                | Pcsk5    | -1.00            | 3.99E-04 | 2.75E-02   |
|                                                | Slit3    | -0.91            | 2.07E-04 | 1.90E-02   |
|                                                | Thbd     | -1.20            | 9.89E-06 | 2.54E-03   |

| Enrichment Cluster                             | Gene     | log2 Fold Change | P value  | P adjusted |
|------------------------------------------------|----------|------------------|----------|------------|
| Basement membrane (16 genes)                   | Adamts1  | -0.83            | 7.23E-04 | 3.79E-02   |
|                                                | Ccdc80   | -0.98            | 4.12E-04 | 2.78E-02   |
|                                                | Col18a1  | -0.87            | 4.04E-04 | 2.75E-02   |
|                                                | Col4a1   | -0.70            | 3.98E-04 | 2.75E-02   |
|                                                | Col4a2   | -0.69            | 1.01E-03 | 4.61E-02   |
|                                                | Col5a1   | -0.67            | 4.58E-04 | 2.90E-02   |
|                                                | Hmcn2    | -0.74            | 5.26E-04 | 3.14E-02   |
|                                                | Hspg2    | -0.79            | 8.81E-05 | 1.13E-02   |
|                                                | Lama5    | -0.54            | 2.67E-04 | 2.19E-02   |
|                                                | Lamb2    | -0.87            | 4.17E-05 | 6.88E-03   |
|                                                | Lamc1    | -0.60            | 8.65E-04 | 4.21E-02   |
|                                                | Nid1     | -0.78            | 8.93E-04 | 4.24E-02   |
|                                                | Serpinf1 | -0.86            | 4.36E-04 | 2.85E-02   |
|                                                | Smoc2    | -1.11            | 2.15E-04 | 1.91E-02   |
|                                                | Thbs2    | -1.16            | 2.65E-15 | 2.36E-11   |
|                                                | Timp3    | -0.85            | 3.07E-06 | 1.08E-03   |
|                                                |          |                  |          |            |
| Enrichment Cluster                             | Gene     | log2 Fold Change | P value  | P adjusted |
| Epidermal growth factor-like domain (22 genes) | Adam3    | -1.69            | 1.87E-04 | 1.84E-02   |
|                                                | Btc      | -1.86            | 6.98E-08 | 5.92E-05   |
|                                                | Fbln2    | -0.68            | 8.30E-04 | 4.15E-02   |
|                                                | Fbln5    | -0.98            | 5.47E-06 | 1.70E-03   |
|                                                | Heg1     | -0.47            | 2.11E-04 | 1.90E-02   |

|                                               |             |                         |                |                   |
|-----------------------------------------------|-------------|-------------------------|----------------|-------------------|
|                                               | Hmcn2       | -0.74                   | 5.26E-04       | 3.14E-02          |
|                                               | Hspg2       | -0.79                   | 8.81E-05       | 1.13E-02          |
|                                               | Jag2        | -0.57                   | 6.44E-04       | 3.56E-02          |
|                                               | Lama5       | -0.54                   | 2.67E-04       | 2.19E-02          |
|                                               | Lamb2       | -0.87                   | 4.17E-05       | 6.88E-03          |
|                                               | Lamc1       | -0.60                   | 8.65E-04       | 4.21E-02          |
|                                               | Lrp6        | -0.54                   | 2.57E-04       | 2.13E-02          |
|                                               | Nid1        | -0.78                   | 8.93E-04       | 4.24E-02          |
|                                               | Notch3      | -0.31                   | 5.07E-04       | 3.07E-02          |
|                                               | Notch4      | -0.59                   | 2.20E-04       | 1.91E-02          |
|                                               | Pcsk5       | -1.00                   | 3.99E-04       | 2.75E-02          |
|                                               | Slit3       | -0.91                   | 2.07E-04       | 1.90E-02          |
|                                               | Thbd        | -1.20                   | 9.89E-06       | 2.54E-03          |
|                                               |             |                         |                |                   |
| <b>Enrichment Cluster</b>                     | <b>Gene</b> | <b>log2 Fold Change</b> | <b>P value</b> | <b>P adjusted</b> |
| Epidermal growth factor-like domain-continued | Thbs1       | -1.51                   | 3.11E-04       | 2.38E-02          |
|                                               | Thbs2       | -1.16                   | 2.65E-15       | 2.36E-11          |

**Supplemental Table 3-continued**

|                                                      |             |                         |                |                   |
|------------------------------------------------------|-------------|-------------------------|----------------|-------------------|
| <b>Enrichment Cluster</b>                            | <b>Gene</b> | <b>log2 Fold Change</b> | <b>P value</b> | <b>P adjusted</b> |
| <b>Epidermal growth factor-like domain-continued</b> | Thbs1       | -1.51                   | 3.11E-04       | 2.38E-02          |
|                                                      | Thbs2       | -1.16                   | 2.65E-15       | 2.36E-11          |
|                                                      | Tnxb        | -0.72                   | 6.13E-04       | 3.48E-02          |
|                                                      | Vcan        | -0.78                   | 7.03E-04       | 3.73E-02          |
|                                                      |             |                         |                |                   |
| <b>Enrichment Cluster</b>                            | <b>Gene</b> | <b>log2 Fold Change</b> | <b>P value</b> | <b>P adjusted</b> |
| <b>PI3K-Akt signaling pathway (20 genes)</b>         | Col1a1      | -0.52                   | 1.12E-03       | 4.89E-02          |
|                                                      | Col1a2      | -0.57                   | 2.73E-04       | 2.21E-02          |

|  |         |       |          |          |
|--|---------|-------|----------|----------|
|  | Col4a1  | -0.70 | 3.98E-04 | 2.75E-02 |
|  | Col4a2  | -0.69 | 1.01E-03 | 4.61E-02 |
|  | Col5a1  | -0.67 | 4.58E-04 | 2.90E-02 |
|  | Col6a1  | -0.72 | 1.24E-04 | 1.40E-02 |
|  | Col6a2  | -0.68 | 4.23E-04 | 2.80E-02 |
|  | Col6a3  | -0.81 | 6.95E-06 | 1.94E-03 |
|  | Creb3l1 | -0.72 | 7.54E-04 | 3.85E-02 |
|  | Creb3l3 | -1.94 | 9.96E-04 | 4.58E-02 |
|  | Egfr    | -0.80 | 9.56E-08 | 7.09E-05 |
|  | Fgf1    | -1.17 | 4.48E-04 | 2.87E-02 |
|  | Itga5   | -0.49 | 4.21E-05 | 6.88E-03 |
|  | Kitl    | -0.73 | 1.12E-03 | 4.89E-02 |
|  | Lama5   | -0.54 | 2.67E-04 | 2.19E-02 |
|  | Lamb2   | -0.87 | 4.17E-05 | 6.88E-03 |
|  | Lamc1   | -0.60 | 8.65E-04 | 4.21E-02 |
|  | Thbs1   | -1.51 | 3.11E-04 | 2.38E-02 |
|  | Thbs2   | -1.16 | 2.65E-15 | 2.36E-11 |
|  | Tnxb    | -0.72 | 6.13E-04 | 3.48E-02 |

Supplemental Table 3-continued

| Enrichment Cluster               | Gene    | log2 Fold Change | P value  | P adjusted |
|----------------------------------|---------|------------------|----------|------------|
| Developmental protein (32 genes) | Adgrg1  | -0.72            | 1.53E-04 | 1.66E-02   |
|                                  | Ang     | -1.02            | 7.08E-06 | 1.94E-03   |
|                                  | Arl13b  | -0.31            | 7.32E-04 | 3.81E-02   |
|                                  | Bicc1   | -0.53            | 1.04E-04 | 1.23E-02   |
|                                  | Col18a1 | -0.87            | 4.04E-04 | 2.75E-02   |
|                                  | Creb3l1 | -0.72            | 7.54E-04 | 3.85E-02   |
|                                  | Dhh     | -1.10            | 2.36E-05 | 4.59E-03   |
|                                  | Egfr    | -0.80            | 9.56E-08 | 7.09E-05   |
|                                  | Enc1    | -0.59            | 1.80E-04 | 1.80E-02   |
|                                  | Fgf1    | -1.17            | 4.48E-04 | 2.87E-02   |
|                                  | Fzd1    | -0.63            | 3.03E-06 | 1.08E-03   |
|                                  | Gpr161  | -0.60            | 4.89E-04 | 3.01E-02   |
|                                  | Heg1    | -0.47            | 2.11E-04 | 1.90E-02   |
|                                  | Hic1    | -0.65            | 5.86E-04 | 3.40E-02   |
|                                  | Ifrd1   | -0.56            | 8.83E-04 | 4.22E-02   |
|                                  | Jag2    | -0.57            | 6.44E-04 | 3.56E-02   |
|                                  | Lhx6    | -0.71            | 8.55E-04 | 4.20E-02   |
|                                  | Lrp6    | -0.54            | 2.57E-04 | 2.13E-02   |
|                                  | Mturn   | -1.10            | 2.16E-04 | 1.91E-02   |
|                                  | Nav1    | -0.49            | 3.28E-05 | 5.79E-03   |
|                                  | Nkd1    | -1.06            | 1.19E-04 | 1.35E-02   |
|                                  | Notch3  | -0.31            | 5.07E-04 | 3.07E-02   |
|                                  | Notch4  | -0.59            | 2.20E-04 | 1.91E-02   |
|                                  | Olfml3  | -0.75            | 7.91E-05 | 1.07E-02   |
|                                  | Robo4   | -0.64            | 6.77E-04 | 3.67E-02   |
|                                  | Sema5a  | -0.73            | 1.02E-04 | 1.22E-02   |
|                                  | Sfrp5   | -2.71            | 5.54E-08 | 5.03E-05   |
|                                  | Shroom3 | -0.45            | 1.98E-04 | 1.87E-02   |
|                                  | Shroom4 | -0.62            | 1.06E-03 | 4.75E-02   |
|                                  | Slit3   | -0.91            | 2.07E-04 | 1.90E-02   |
|                                  | Spry1   | -0.69            | 4.71E-05 | 7.28E-03   |
|                                  | Spry4   | -1.36            | 3.97E-09 | 7.08E-06   |

**Supplemental Table 4.** PCR primers used in this study

| Primer Name | Sequence                 | Primer Name | Sequence                  |
|-------------|--------------------------|-------------|---------------------------|
| Adipoq-F    | GATGCAGGTCTTCTTGGTCCT    | Mmp3-R      | AGTCCTGAGAGATTGCGCC       |
| Adipoq-R    | AGAGTCCCGGAATGTTGCAG     | Nono-F      | TGCTCCTGTGCCACCTGGTACTC   |
| Bmp4-F      | GAAGCTAGGTGAGTTCGGCA     | Nono-R      | CCGGAGCTGGACGGTTGAATGC    |
| Bmp4-R      | ATGGCACTACGGAATGGCTC     | P2rx5-F     | CTGCAGCTCACCATCCTGT       |
| Ccl2-F      | CACTCACCTGCTGCTACTCA     | P2rx5-R     | CACTCTGCAGGGAAGTGTCA      |
| Ccl2-R      | GCTTGGTGACAAAACTACAGC    | Pgc1a-F     | TGAAAAAGCTTGACTGGCGTC     |
| Cd36-F      | TGGCACAGACGCAGCCTCCT     | Pgc1a-R     | CCGATTGGTCGTACACCAC       |
| Cd36-R      | TGGAGGGGTGATGCAAAGGCA    | Pparg-F     | AAGATTTGAAAGAAGCGGTGAAC   |
| Cd68-F      | GACCTACATCAGAGCCCGAGT    | Pparg-R     | CTGTGTCAACCATGGTAATTTCACT |
| Cd68-R      | CGCCATGAATGTCCACTG       | Prdm16-F    | TGCGAAGGTGTCCAACTGA       |
| Cidea-F     | AACCATGACCGAAGTAGCCG     | Prdm16-R    | CCTGGGAGTGAAAGTCCTCG      |
| Cidea-R     | CCAGGCCAGTTGTGATGACT     | Rarg-F      | AATATTTTCCGTGTCCCCGCC     |
| Col1a1-F    | GAGAGGTGAACAAGGTCCCG     | Rarg-R      | CCTGGTGGAAACTGCTGGAGG     |
| Col1a1-R    | AAACCTCTCTCGCCTCTTGC     | Rb1-F       | TGCATGGCTTTCAGATTCAAC     |
| Col3a1-F    | GAGGAATGGGTGGCTATCCG     | Rb1-R       | GCTGAGAGGACAAGCAGGTT      |
| Col3a1-R    | TCGTCCAGGTCTTCTGACT      | Slc27a1-F   | ACAAGCTGGATCAGGCAAGC      |
| Col5a1-F    | CTTCGCCGCTACTCCTGTTC     | Slc27a1-R   | CAGCTCTAGCCGAACACGAA      |
| Col5a1-R    | CCCTGAGGGCAAATTGTGAAAA   | Snai1-F     | CACACGCTGCCTTGTGTCT       |
| Cox5b-F     | GCGTTGTAGACTCCACCAA      | Snai1-R     | GGTCAGCAAAAGCACGGTT       |
| Cox5b-R     | AGCATATTGTATGGGTCCAGTCC  | Tert-F      | CTAGCTCATGTGTCAAGACCCTCTT |
| Cyts-F      | ACCAGCCCGGAACGAATTAAA    | Tert-R      | GCCAGCACGTTTCTCTCGTT      |
| Cyts-R      | CCGAACAGACCGTGGAGATT     | Tgfb1-F     | AGCTGCGCTTGACAGAGATTA     |
| Dio2-F      | CAGTGTGGTGCACGTCTCCAA    | Tgfb1-R     | AGCCCTGTATTCCGTCTCCT      |
| Dio2-R      | TGAACCAAAGTTGACCACCAG    | Tgfb3-F     | ATGACCCACGTCCCCTATCA      |
| D-loop-F    | AATCTACCATCCTCCGTGAAACC  | Tgfb3-R     | CAGACGGCCAGTTCATTGTG      |
| D-loop-R    | TCAGTTTAGCTACCCCAAGTTTAA | Tmem26-F    | ACCCTGTATCCACAGAG         |
| Efnb1-F     | CTGGTCACTTGCAACAAGCC     | Tmem26-R    | TGTTTGGTGGAGTCCTAAGGTC    |
| Efnb1-R     | CACAGCATTTGGATCTTGCCC    | Tnfa-F      | CTGTAGCCACGTCTGTAGC       |
| Egfr-F      | GTCAGAGATGCGACCCTCAG     | Tnfa-R      | TTGAGATCCATGCCGTTG        |
| Egfr-R      | GTGCCCTGGCAGACTTTCTTT    | Ucp1-F      | CGATGTCCATGTACACCAAGGA    |
| Esrra-F     | GAGACTGAGACTGAACCCCC     | Ucp1-R      | TCGCAGAAAAGAAGCCACAA      |
| Esrra-R     | TGTACTCGATGCTCCCTGG      | Vcan-F      | CAAGGATCTGCCGCTACCAG      |
| Fabp4-F     | TGAAATCACCGCAGACGACA     | Vcan-R      | GCTGGTTTCCATTTTGGCTTGA    |
| Fabp4-R     | ACACATTCCACCACCAGCTT     | Wisp1-F     | TGTGGGCTGTGTCCTGGAT       |
| Hmbs-F      | GATGGGCAACTGTACCTGACTG   | Wisp1-R     | CCTGACGCTGCAAAGGC         |
| Hmbs-R      | CTGGGCTCCTCTTGGAATG      | Wisp2-F     | CAGCCCAAGGACACCAACTT      |
| Jun-F       | GGGAGCATTTGGAGAGTCCC     | Wisp2-R     | GGATACTCGGGTGGCTATGC      |
| Jun-R       | TTTGCAAAAGTTGCTCCCG      | Ywhaz-F     | AAAAACAGCTTTCGATGAAGCC    |
| Lgr4-F      | TGCTGCGGACTCTGGACTTA     | Ywhaz-R     | GCCGGTTAATTTTCCCCTCC      |
| Lgr4-R      | TCGCAAAAGCTCCACTGTGA     | Znrf3-F     | CAAGGCCAAGAGAGCAGTTC      |
| Mmp3-F      | GTCCCTCTATGGAACCTCCAC    | Znrf3-R     | GCACCCTTCACATACACCAC      |

**Fig. 1a. Uncropped images.** Blot was cut into 2 parts before antibody incubation.

**NOTUM**

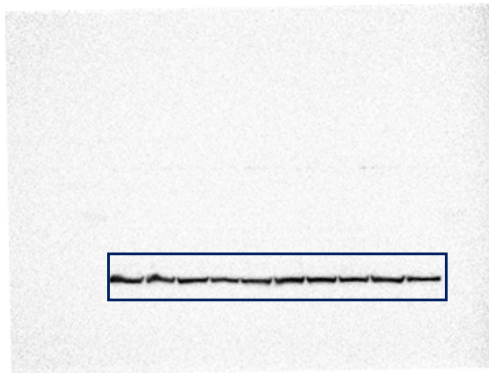

**Fig. 1a, GAPDH, blot**

**GAPDH**

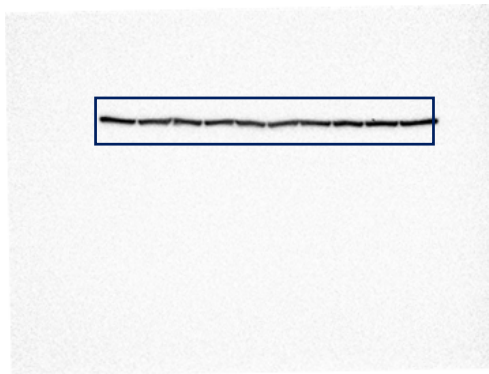

**Fig. 1b. Uncropped images.** Blot was cut into 2 parts before antibody incubation.

**NOTUM**

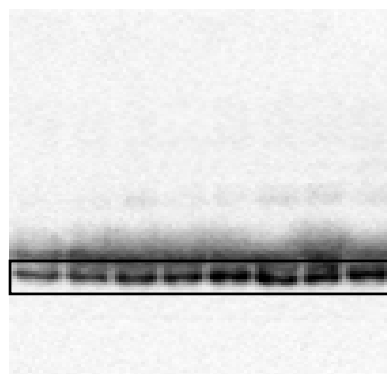

**APOE**

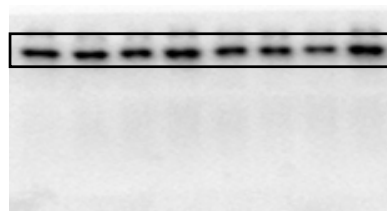

**Fig. 3c. Uncropped images.** Blot was cut into 3 parts before antibody incubation.

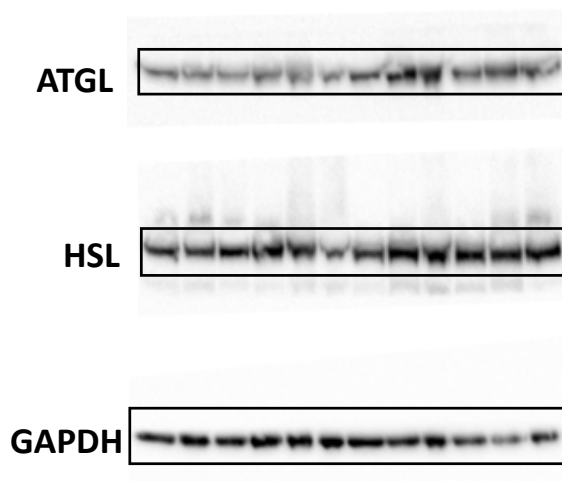

**Fig. 4b. Uncropped images.** Blot was cut into 2 parts before antibody incubation.

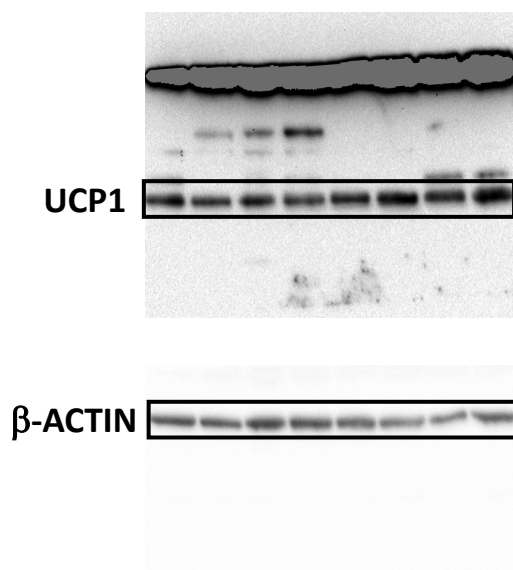

**Fig. 4g. Uncropped images.** Blot was cut into 2 parts before antibody incubation.

**UCP1**

**CALNEXIN**

**Fig. 8b. Uncropped images, top 4 panels.** The images were obtained from the same blot: C/EBP $\alpha$ , PPAR $\gamma$ , and b-ACTIN images were obtained from the top part of the same blot after stripping and re-probing, whereas image of UCP1 was obtained from the bottom part of the same blot.

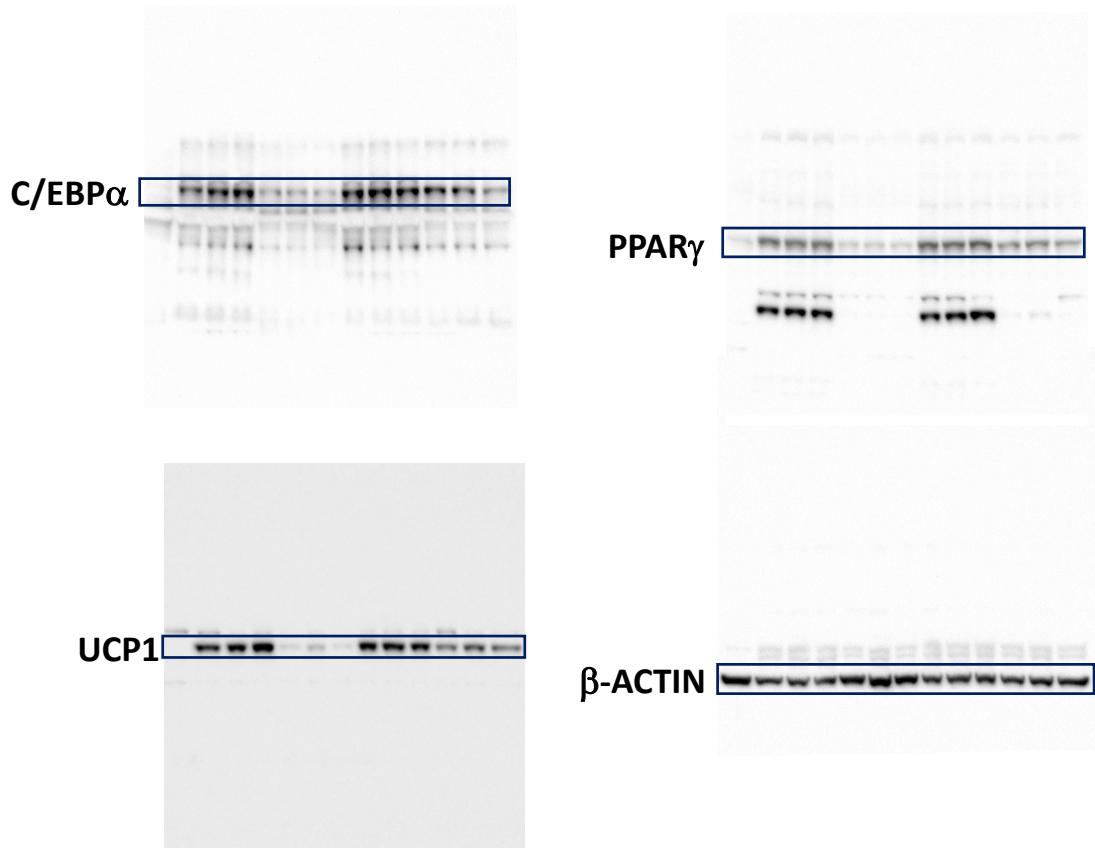

**Fig. 8b, Uncropped images, middle 2 panels.** The images shown in the middle 2 panels of (b), b-CATENIN and b-ACTIN, were obtained from top and bottom portions of the same blot, respectively.

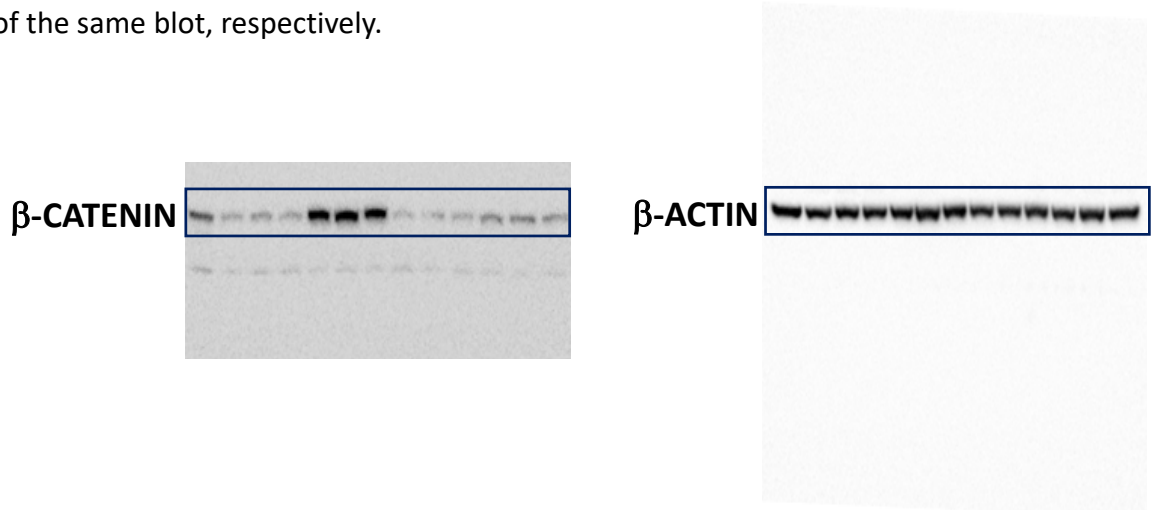

**Fig. 8b. Uncropped images, bottom 3 panels.** The images shown were obtained from the same blot. HSL was obtained from the top portion of the blot. ATGL and  $\beta$ -ACTIN were obtained from the bottom portion of the blot after stripping and re-probing.

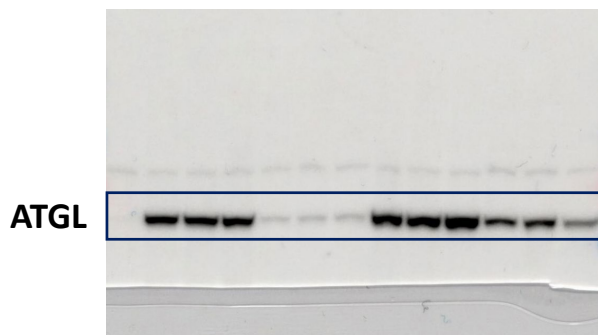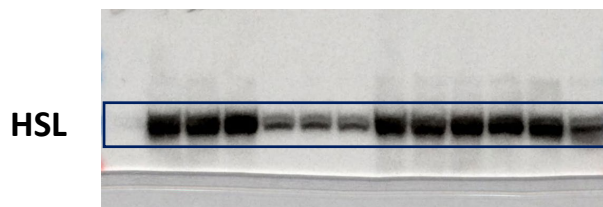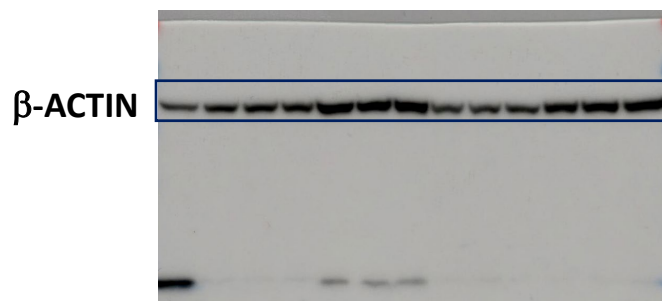

**Fig. 8d. Uncropped images.** The blot was cut and incubated with p-SMAD2 antibody. The same blot was then stripped and re-probed with SMAD-2 antibody.

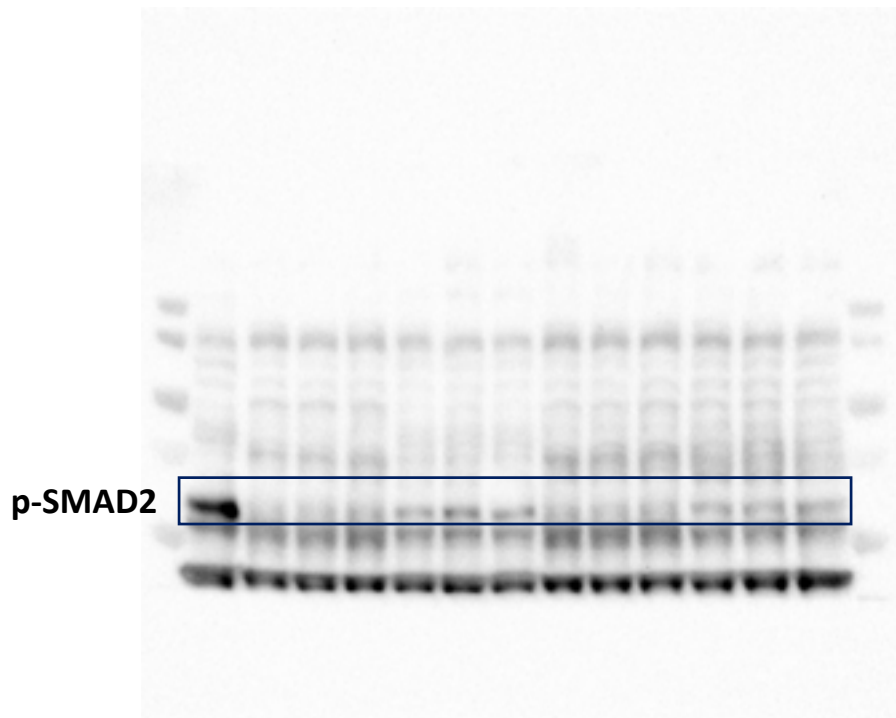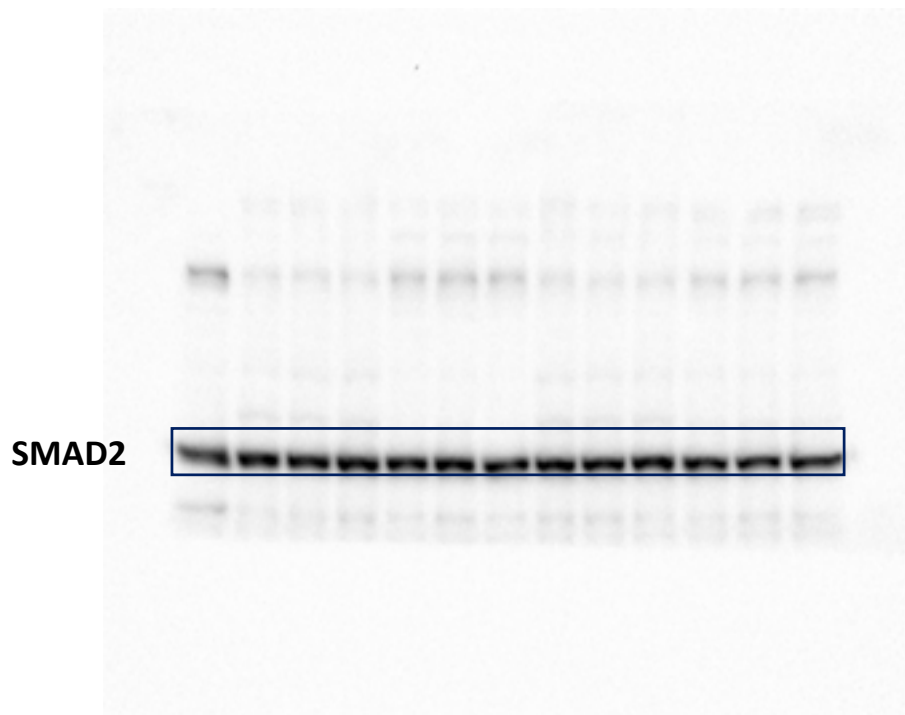

**Supplement:** Supplementary file 1 — Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

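RNA-seq of iWAT was analysed in 12 mice fed a chow diet, 6 AAV-GFP and 6 AAV-Notum, each sequenced as a sample of its own. Conditions were taken from the sample labels. The authors prepared TruSeq libraries, sequenced single-end reads on a HiSeq4000, mapped them to mm10 with STAR and tested them with DESeq2. The files used hold a table of reads per gene without normalization and a table of normalized values. The normalized values, as deposited by the authors, are log2 values: log2 of the reads divided by a size factor per mouse, plus 1. Undoing this gave whole reads for 100% of the values. The tables rest on different counts of the reads: 1695 genes had reads only behind the normalized table and 2505 only in the raw table, and of 15548 tested genes in both, 1942 had totals more than 10% apart. The program and gene annotation behind either count are not named in the paper's text.

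Counts of the raw table were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr (minimum count 10, minimum total count 15), normalized with TMM, and fitted with glmQLFit after estimateDisp. The quasi-likelihood test was two-sided, with Benjamini-Hochberg adjustment over the 15585 genes tested and a threshold of 0.05. CPM are counts scaled to the TMM-normalized library size, and log2 CPM carry a prior count of 2. The standard error is the log2 fold change divided by the square root of the F statistic. Exact permutation tests were two-sided, on the difference of means over all assignments of the 12 mice to groups of 6. Single genes were tested on CPM, and lists on their mean log2 CPM. Gene sets were tested with camera of limma 3.58.1 with a preset correlation of 0.01, with camera with the correlation estimated, and with fry. The 21 gene families and marker lists were written before the data were examined. Gene positions are those of the GENCODE annotation vM21 of GRCm38.

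The genes named are Notum, the 9 Wnt target genes of Fig. 7a, the collagen genes of the ECM cluster, the 8 genes of Fig. 6e, the 6 genes of Supplemental Table 2, Pnpla2, Lipe, Ccl2, Tgfb3, Wisp1 and Axin2, and the 5 genes of smallest p in each direction with an adjusted p under 0.05 and no overlap between the groups. This rule was set before the data were examined. Fosl2, Synpo2 and Arrdc3 complete the 8 genes with an adjusted p under 0.05. Those genes, and Msl1, Fzd5, En1 and Sfrp2, were named after their values were seen.

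Alternatives were DESeq2 1.42.0 with and without independent filtering (level 0.1), limma-voom, RLE size factors, a filter of at least 1 count in all or of at least 10 counts in every mouse, a robust fit, the RNA integrity number or the lymphoid marker score as a covariate, the authors' normalized values, and each mouse left out in turn. Alternatives added after the data were seen were the reads recovered from the normalized table, bias-adjusted quasi-dispersions, both the lymphoid and the hepatocyte marker scores as covariates, and the test that the Fig. 7 legend names, on raw counts without normalization. The fits were tested on simulated counts of 15585 genes, 200 of them changed by a log2 fold change of 1. Genes were drawn independently of each other, and the changed ones were taken from those with more reads. For splits of the mice into other groups, 100 of the 462 possible splits were drawn with a fixed seed. There DESeq2 was run on the genes that edgeR tested.

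Total counts per mouse ran from 14711113 to 21618860. Genes with few reads, such as Bmp4 with 30 to 75 reads per mouse and Wisp1 with 3 to 28, carry more counting error than the others. The glycoprotein cluster was left out as a set, since the copy of Supplemental Table 3 gave 119 of its genes. DAVID was not run. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.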

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

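The tests of all genes by other splits of the mice, abundant genes, handling, number series and the hour of collection were chosen before the result each measures was seen. The tests of the glucocorticoid and fasting list, of library size, and of lymphoid tissue for the 8 genes were chosen only after. The test of the count table used the reads recovered from the normalized table, a setting added after the data were seen.

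Of 136 groups of 6 mice (a named gene or a marker list in AAV-GFP or AAV-Notum mice), 6 held a mouse whose gap to its nearest neighbour, divided by the range of the group, was above Dixon's critical value for 6 samples. Chance gives about 1 in 20, or 6.8 here. Among AAV-Notum mice, Col1a2 was 1032 CPM in mouse AAV-Notum-2042 against 779 to 861 in the others (ratio 0.645), and Axin2 was 18.6 CPM in mouse AAV-Notum-2034 against 13.7 to 15.0 (ratio 0.696). 4931406P16Rik was 139.9 CPM in mouse AAV-GFP-2013 against 192 to 212 (ratio 0.767), and 91.1 CPM in mouse AAV-Notum-2031 against 111 to 124 (ratio 0.637). The mean log2 CPM of the collagen family was 4.65 in mouse AAV-GFP-2014 against 4.87 to 4.98 (ratio 0.663), and that of the macrophage list was 4.89 in the same mouse against 5.85 to 6.20 (ratio 0.732). As the number is that of chance, no explanation was tested for single mice, and no biological one is offered by the design.

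The glucocorticoid and fasting list, which the paper does not discuss, was lower in AAV-Notum mice, with a median log2 fold change of -0.54 and 10 of 10 genes lower. Its mean log2 CPM was 6.28 ± 0.218 (SD, n = 6) in AAV-GFP and 5.72 ± 0.234 (SD, n = 6) in AAV-Notum mice, without overlap (exact permutation p = 0.00217). Its p was 5.71e-06 from camera, 0.00137 from fry and 0.0134 from camera with the correlation estimated. Adjusted over the 21 lists, the p from fry was 0.0134 and that with the correlation estimated 0.155. The list stayed lower with a covariate in the fit, for which no exact test was run: the p from fry, a rotation test that assumes normal residuals, was 0.0118 with the lymphoid score and 0.00432 with the RNA integrity number, which argues against lymphoid tissue and RNA integrity as the whole cause. The 9 genes other than the clock gene Per1 were lower too (exact permutation p = 0.00217 for their mean), so that Per1 alone did not make the difference. As the hour of collection could act on the other genes of the list as well, this test cannot tell it apart from the condition. In 8 of 100 splits of the 12 mice, the real one included, the p from camera was as small. Chance in how the mice fell into groups thus stays open for the test with camera. A response to stress or feeding under AAV-Notum is another open explanation and was not tested.

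Of the 8 genes with an adjusted p under 0.05, 6 are not named in the paper's text or supplement. Their log2 fold changes were -1.25 for Per2, -2.74 for Gm31522, -0.80 for 4931406P16Rik, -0.74 for Fosl2, -0.92 for Synpo2 and -1.18 for Arrdc3, and in each of them all 6 AAV-Notum mice were below every AAV-GFP mouse. Of 100 splits of the mice, 2 gave as many genes in edgeR, the real one included. The other grouped AAV-GFP-2011, AAV-GFP-2012, AAV-GFP-2013, AAV-GFP-2014 and AAV-GFP-2021 with AAV-Notum-2042 and gave 4306 genes. Total counts did not differ between the groups (exact permutation p = 0.279). Without the 10 most abundant genes, 8 genes were called. On the reads recovered from the normalized table, 11 were called. The immediate early list did not differ (p = 0.246 from limma's camera, exact permutation p = 0.208), but 7 of its genes were higher and 5 lower, so that this mean decides nothing and handling or dissection time cannot be told apart from the condition. Mice of different number series within a group differed by 0 genes, while the groups differed by 1 gene in the same fit. With 4 mice against 2 in each group and no series shared between groups, cages or batches that the numbers might mark cannot be told apart from the condition. The clock genes Arntl, Npas2 and Clock did not differ (exact permutation p = 0.227). The score of 9 clock genes of the opposite phase was lower (exact permutation p = 0.0281), but it holds Per2. Without Per2, a test chosen after the result was seen, the other 8 genes had a score difference of -0.50, within the spread between mice (exact permutation p = 0.0628). The difference between the phases had an exact permutation p of 0.0368 with Per2 and of 0.0628 without it. The hour of collection is neither shown nor excluded by these values and cannot be told apart from the condition. With the lymphoid score in the fit, 4 genes were called, all of them among the 8. The other 4 no longer passed an adjusted p of 0.05, and their log2 fold changes in this fit were -0.75 for 4931406P16Rik (standard error 0.12), -0.60 for Fosl2 (standard error 0.10), -0.88 for Synpo2 (standard error 0.16) and -1.25 for Arrdc3 (standard error 0.20). All 8 genes stayed lower by more than 2 standard errors, which argues against lymphoid tissue as the whole cause, but not as a part of it. This limit was set after these values were seen, on genes picked by the same comparison, which favors large differences. With the lymphoid and hepatocyte scores, chosen after the data were seen, 0 genes were called. An effect of AAV-Notum stays open as well.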

How the results depend on the processing

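No paired analysis was possible because the mice of the groups share no replicate number. For counts of genes, a change of more than 1.5 times is reported as a change.

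edgeR called 0 genes higher and 8 lower. The numbers were 79 and 357 with DESeq2, 45 and 235 with DESeq2 without independent filtering, 1 and 13 with RLE size factors, and 1 and 14 with at least 10 counts in every mouse. The lower genes were 5 with all genes of at least 1 count, 4 with the lymphoid marker score as a covariate and 4 with limma on the authors' normalized values. Of the alternatives added after the data were seen, DESeq2 on the recovered reads gave 78 and 334, bias-adjusted quasi-dispersions 1 and 14, edgeR on the recovered reads 1 higher gene, and the lymphoid and hepatocyte scores 0 lower genes. On the simulated counts without changed genes, in which genes varied independently, unlike in the mice, DESeq2 called 10 genes and edgeR 0. Other causes of these changes were not tested. Of 100 splits of the mice, 6 gave as many DESeq2 genes as the real one, which is among them. This test was chosen only after the result was seen, and that of the Wnt target genes before.

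Across the 12 fits that each left out one mouse, from 0 to 12 genes were higher and from 1 to 146 lower. The highest numbers were those without mouse AAV-GFP-2022, and the lowest number of lower genes was that without mouse AAV-Notum-2033.

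The 10 lower Wnt target genes became 6 with the RNA integrity number and 6 with the lymphoid score as a covariate, and from 5 to 13 when a mouse was left out. The cause was not tested. Adjusted over all genes, 0 Wnt target genes became 3 with DESeq2 and 3 with DESeq2 on the recovered reads, and from 0 to 1 when a mouse was left out. As many Wnt target genes in one direction came from 6 of 100 splits.

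The 1 gene of the ECM cluster became 34 with DESeq2, 34 with DESeq2 on the recovered reads, 0 with both marker scores, and from 0 to 17 when a mouse was left out (17 without mouse AAV-GFP-2022). The 0 genes of the interferon cluster became 6 with DESeq2, 6 with DESeq2 on the recovered reads, and 1 with each of RLE size factors, at least 10 counts in every mouse, edgeR on the recovered reads and bias-adjusted quasi-dispersions. They were from 0 to 3 when a mouse was left out (3 without mouse AAV-GFP-2022). The cause was not tested.

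The collagen and ECM families stayed lower, with an unadjusted p under 0.05, in all alternatives run for them. Adjusted over the 21 lists, the p from fry was 0.0134 for both, but that from camera with the correlation estimated was 0.155 for the collagen and 0.187 for the ECM family. The interferon family stayed higher in all of them, but its p was 0.0639 from camera with the correlation estimated. That p was 0.0611 with the RNA integrity number as well, and with the lymphoid score it was 0.104, with 0.0894 from fry. With both marker scores, added after the data were seen, it was 0.0472, with 0.0462 from fry. The OXPHOS family had a p of 0.00636 from camera and no longer passed 0.05 in fry (p = 0.485) or with the correlation estimated (p = 0.638). With the lymphoid score as a covariate it was higher by more (83 of 86 genes, median log2 fold change 0.29 against 0.10 without it), with p of 7.33e-27 from camera, 0.0499 from fry and 0.0826 with the correlation estimated. Its p was from 2.82e-09 to 0.429 when a mouse was left out, and it was 0.429 without mouse AAV-Notum-2042. That mouse had the most Myh4, a skeletal muscle marker (1546 CPM, against 0.105 to 325 CPM in the others). Skeletal muscle in its sample was not tested as a cause.

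Among the named genes, the log2 fold change changed sign for Ppargc1a (from -0.13 to 0.206 when a mouse was left out, the former without mouse AAV-Notum-2042), Prdm16 (from -0.270 to 0.00396, the latter without mouse AAV-GFP-2021), Wisp1 (from -0.0352 to 0.594 when a mouse was left out, with -0.0352 and -0.0132 without mouse AAV-GFP-2012 or AAV-GFP-2014, and -0.40 with the lymphoid score), Lipe (0.0452 with the lymphoid score), and Tmem26 and Rb1 (-9.56e-04 and 0.0634 with both scores). None of these 6 genes passed an adjusted p of 0.05 in edgeR, and the cause was not tested. Apart from fits that leave out a mouse, 47 other values of named genes passed the threshold only under an alternative (21 with DESeq2 and 22 with DESeq2 on the recovered reads) and 19 no longer passed it.

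Depth limits Wisp1, with 3 to 28 reads per mouse, Ucp1, with 2 to 770, and Notum, with 1 to 560.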

Differences from the paper's values

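The paper's numbers of genes at an adjusted p under 0.05 are 78 higher and 334 lower, and edgeR gave 0 and 8. Of the alternatives set before the data were examined, DESeq2 gave 79 and 357, which is within 1.5 times of both, and DESeq2 without independent filtering gave 235 lower genes, which is within 1.5 times, and 45 higher genes, which is not. The others did not close the gap. DESeq2, the tool that the paper's methods name, gave the paper's 78 and 334 on the reads recovered from the normalized table, a setting chosen after the values were seen. Under that setting, 149 of the 150 genes of Supplemental Tables 2 and 3 could be matched, all 149 had an adjusted p under 0.05, and their log2 fold changes were within 0.005 of the paper's.

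For the ECM cluster, the paper's number of lower genes is 34 and edgeR gave 1. For the interferon-beta cluster, the paper's number is 6 and edgeR gave 0. DESeq2 gave 34 and 6. The other alternatives set before the data were examined and run for these counts did not close the gaps. DESeq2 without independent filtering and limma on the normalized values were not run for them. DESeq2 on the recovered reads, chosen after the values were seen, gave 34 and 6 as well. The log2 fold changes of all genes of both clusters had the paper's direction.

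The log2 fold change of Ccl2 was -0.60 here and is -1.05 in the paper's Supplemental Table 3. Of the alternatives set before the data were examined, the lymphoid score as a covariate (-1.04), the RNA integrity number as a covariate (-0.68) and the fits without mouse AAV-GFP-2012 (-0.71), mouse AAV-GFP-2014 (-0.79) or mouse AAV-Notum-2032 (-0.68) fell within 1 standard error of the paper's value, and the others did not. The value rested on single mice: it ran from -0.79 to -0.25 when a mouse was left out, the latter without mouse AAV-GFP-2022, farther from the paper's value. DESeq2 on the recovered reads, chosen after the values were seen, gave -1.05.

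The paper's number of lower Wnt target genes is 9 of 55, and 10 were counted here. The paper lists Mmp3 among them, which did not pass an unadjusted p of 0.05 in edgeR (p = 0.0564), and Fzd5 and En1 did. Student's t-test, which the Fig. 7 legend names, gave the same 9 genes as the paper on raw counts without normalization for library size, and log2 fold changes within 0.005 of the paper's for all 55 genes, a setting chosen after the values were seen. The same test on the authors' normalized values, set before the data were examined, gave 7. Sfrp2, lower in Supplemental Table 1, had a log2 fold change of 0.02 here.

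The paper states that Tmem26 rose and that Rb1 and Znrf3 fell in iWAT by qPCR. In the RNA-seq data of the same mice, their log2 fold changes had these directions, and none had an exact permutation p under 0.05. The paper counts fewer collagen genes in the ECM cluster than the 9 that Supplemental Table 3 lists for it.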

Other observations

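The tests of liver RNA, of lymphoid tissue for the ECM genes and of the collagen splits, and the DESeq2 fit with the lymphoid score, were chosen only after the result was seen. The others in this part were chosen before. The fibroblast and split tests were set for the collagen family and the ECM cluster, but were run on the ECM family.

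The lower ECM genes were weighed against technical explanations. With the RNA integrity number in the fit, the p of the ECM family from fry was 0.00603, with the lymphoid score 0.0133, and with the trend of each mouse on gene length and GC content taken off (known for 99.9% of tested genes) 0.00514. These argue against RNA integrity, lymphoid tissue, and length or GC content as the whole cause, but not as a part of it. On log2 CPM, the median log2 fold change of the ECM family was -0.36 without a covariate, -0.30 with the RNA integrity number and -0.26 with the lymphoid score, and that of the collagen family was -0.47, -0.30 and -0.23. With the lymphoid score, the log2 fold change of Col4a2 went from -0.69 to -0.34, that of Col18a1 from -0.87 to -0.49 and that of Jun from -0.88 to -0.47. Fibroblast markers outside the ECM family (8 genes) had a median log2 fold change of -0.28. Their mean log2 CPM differed by -0.0895 (exact permutation p = 0.541), and that of the ECM family by -0.276. The gap between these was within the spread between mice (exact permutation p = 0.128), so that a smaller share of fibroblasts cannot be told apart from lower expression in each cell. Of 100 splits of the mice, 5 gave as small a p from camera for the ECM family and 3 for the collagen family, the real one included in both. For the ECM family chance in how the mice fell into groups stays open by this count, while the mean of the family did not overlap between the groups.

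The interferon family was higher in AAV-Notum mice, and 3 of 100 splits gave as small a p, the real one included. The lymphoid list was higher as well, by 2.69 log2 CPM on average (exact permutation p = 0.0823). With the lymphoid score in the fit, 58 of the 67 genes of the family stayed higher, with a median log2 fold change of 0.22 (0.54 without it) and a fry p of 0.0894. With the hepatocyte score as well, added after the data were seen, 61 genes were higher, with a median of 0.29 and a fry p of 0.0462. The fits thus fall on either side of 0.05, and lymphoid tissue cannot be told apart from an effect of the condition for this family, because the AAV-GFP mice with few lymphoid transcripts, AAV-GFP-2011 and AAV-GFP-2014, have no counterpart among the AAV-Notum mice. The fat pad of iWAT holds a lymph node, and a candidate explanation for the lymphoid transcripts is how much of it was taken with the fat. Cd79a was 0.280 and 0.179 CPM in mice AAV-GFP-2011 and AAV-GFP-2014 and 36.3 to 178 CPM in the others. The first principal component of log2 CPM held 65.1% of the variance, and the lymphoid genes were at the mean percentile 99.8 of its loadings. With the score as a covariate in DESeq2, 28 genes were higher and 68 lower, of which 15 and 61 were among the 79 and 357 called without it.

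Hepatocyte transcripts were high in single mice: Alb was 3805 and 963 CPM in mice AAV-GFP-2013 and AAV-GFP-2014 and 523.5 CPM in mouse AAV-Notum-2041, and 17.8 to 226 CPM in the others. The 9 hepatocyte genes without Cyp2e1 rose together across the mice (median correlation 0.960), which suggests liver RNA in the fat samples. Notum itself was 29.3 and 26.6 CPM in mice AAV-Notum-2032 and AAV-Notum-2041 and under 1 CPM in the other 10. In the 6 AAV-Notum mice, log2 Notum rose with the hepatocyte score (Pearson's r = 0.930, exact permutation p = 0.0194; Spearman's rho = 0.886, exact permutation p = 0.0333). Without the 2 mice farthest from the median score, r was 0.894. Mouse AAV-Notum-2032 had the most Notum, but its Alb, 90.7 CPM, lay within the range of the mice without high hepatocyte transcripts. Its hepatocyte score was 3.79, against 5.80 in mouse AAV-Notum-2041 and 0.467 to 1.63 in the other AAV-Notum mice. Notum thus did not scale with Alb between mice AAV-Notum-2032 and AAV-Notum-2041. The virus drives NOTUM expression in the liver, so the Notum reads in fat may come from liver RNA, a hypothesis found and tested on the same mice in 1 relation. A transfer of the virus to fat was not tested.

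Pnpla2, which encodes ATGL, had a log2 fold change of -0.33 (exact permutation p = 0.188), and Lipe, which encodes HSL, -0.27 (exact permutation p = 0.227) in iWAT of these chow diet-fed mice. The paper's statement on their increase is about another experiment. Wisp1 was 0.17 (exact permutation p = 0.786), Axin2 -0.06 (exact permutation p = 0.491) and Tgfb3 -0.64 (exact permutation p = 0.00649).

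Median log2 fold changes of the other lists, with the p of a two-sided exact permutation test on their mean log2 CPM, were 0.12 (p = 0.493) for the OXPHOS family, 0.34 (p = 0.595) for the mitochondrial genome, 0.43 (p = 0.0628) for the thermogenic genes, -0.01 (p = 0.165) for the genes of Fig. 6e, -0.25 (p = 0.346) for mature adipocytes and -0.30 (p = 0.234) for adipose fibroblasts. By the same exact permutation test, they were -0.01 (p = 0.786) for macrophages, -0.37 (p = 0.0758) for endothelial cells, 1.39 (p = 0.816) for skeletal muscle, -2.79 (p = 0.197) for hepatocytes and -0.27 (p = 0.387) for Schwann cells. For the rest, with exact permutation p, they were 0.33 (p = 0.208) for immediate early genes, -0.37 (p = 0.0281) for clock genes, 0.90 (p = 0.0649) for the cell cycle, 0.32 (p = 0.0952) for the 2 epidermis genes tested and -0.01 (p = 0.193) for the 3 epithelium genes tested. These p are not adjusted over the lists. The set tests of limma differed from them for some lists. The thermogenic list, with 9 of 10 genes higher, had a p of 0.0025 from camera, 0.0427 from fry and 0.158 from camera with the correlation estimated, and the p from fry was 0.149 when adjusted over the 21 lists. The clock genes had a p of 2.40e-04 from camera, 0.0146 from fry (0.0611 when adjusted) and 0.111 from camera with the correlation estimated. The p from camera was also under 0.05 for mature adipocytes (0.0485), adipose fibroblasts (0.00798), endothelial cells (0.00146), hepatocytes (0.00875), the cell cycle (4.58e-06) and the lymphoid list (3.21e-06), each with a p above 0.05 from fry and with the correlation estimated. Some lists share genes, such as Per1 in the clock list and in the glucocorticoid and fasting list. Genes of some lists may also be expressed by fat cells, which was not tested.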
